# Transgene-free direct conversion of murine fibroblasts into functional muscle stem cells

**DOI:** 10.1038/s41536-023-00317-z

**Published:** 2023-08-08

**Authors:** Xhem Qabrati, Inseon Kim, Adhideb Ghosh, Nicola Bundschuh, Falko Noé, Andrew S. Palmer, Ori Bar-Nur

**Keywords:** Reprogramming, Regeneration, Muscle stem cells

## Abstract

Transcription factor-based cellular reprogramming provides an attractive approach to produce desired cell types for regenerative medicine purposes. Such cellular conversions are widely dependent on viral vectors to efficiently deliver and express defined factors in target cells. However, use of viral vectors is associated with unfavorable genomic integrations that can trigger deleterious molecular consequences, rendering this method a potential impediment to clinical applications. Here, we report on a highly efficient transgene-free approach to directly convert mouse fibroblasts into induced myogenic progenitor cells (iMPCs) by overexpression of synthetic MyoD-mRNA in concert with an enhanced small molecule cocktail. First, we performed a candidate compound screen and identified two molecules that enhance fibroblast reprogramming into iMPCs by suppression of the JNK and JAK/STAT pathways. Simultaneously, we developed an optimal transfection protocol to transiently overexpress synthetic MyoD-mRNA in fibroblasts. Combining these two techniques enabled robust and rapid reprogramming of fibroblasts into Pax7 positive iMPCs in as little as 10 days. Nascent transgene-free iMPCs proliferated extensively in vitro, expressed a suite of myogenic stem cell markers, and could differentiate into highly multinucleated and contractile myotubes. Furthermore, using global and single-cell transcriptome assays, we delineated gene expression changes associated with JNK and JAK/STAT pathway inhibition during reprogramming, and identified in iMPCs a *Pax7*^+^ stem cell subpopulation resembling satellite cells. Last, transgene-free iMPCs robustly engrafted skeletal muscles of a Duchenne muscular dystrophy mouse model, restoring dystrophin expression in hundreds of myofibers. In summary, this study reports on an improved and clinically safer approach to convert fibroblasts into myogenic stem cells that can efficiently contribute to muscle regeneration in vivo.

## Introduction

Reprogramming cell fate via transcription factor overexpression has been a seminal milestone in cell biology^1^. To achieve lineage conversion, efficient delivery of cell-type-specific genes into target cells has been pivotal for the success of reprogramming trials^1^. For example, the conversion of fibroblasts into skeletal muscle cells by overexpression of the myogenic determination 1 (MyoD) gene was dependent on an efficient retroviral delivery system that was the pinnacle of viral vector technology at that time^2^. Similarly, retroviruses have been employed to overexpress in fibroblasts dozens of transcription factors in tandem, thereby unfolding a gene combination that induces pluripotency in somatic cells^3^. While retroviruses were central to the success of these breakthrough achievements, retroviral particles transduce only dividing cells, an attribute which presents an impediment towards transduction of certain cell types, rendering lentiviral vectors that transduce both dividing and non-dividing cells an improved method^4,5^. However, transducing vectors can integrate near or into coding regions of the genome, potentially eliciting unfavorable expression or suppression of endogenous genes, including activation of oncogenes^6–8^. Moreover, viral transduction can evoke an immune response, high toxicity, extensive molecular damage or recombination events that can produce replication-competent viruses^4,9^. These unfavorable attributes present challenges when utilizing viral vectors for gene therapy trials, or reprogrammed cells for cell-based therapies^10,11^. As a result, extensive effort has been taken in recent years to develop DNA integration-free delivery methods^10,11^. In respect to reprogramming cell fate, these efforts have included episomal DNA vectors, Adeno and Sendai viruses, CRISPR-based gene activation and protein delivery^12–19^. Most notably, since the fundamental discovery that incorporation of modified nucleosides into synthetic mRNA mitigates cellular immune reactions against exogenous mRNA molecules^20,21^, considerable research has been directed towards employing mRNA-based technology to overexpress transcription factors of interest for induction of cellular conversion^11^. These efforts demonstrated the feasibility of using mRNA-based technology to alter cell fate, however, required optimization to efficiently overexpress genes of interest and prevent cell death that is associated with use of mRNA molecules^22^. Nonetheless, several studies have reported mRNA-based conversion of fibroblasts into induced pluripotent stem cells (iPSCs) as well as other cell types^23–29^. Recent studies have further utilized mRNA-based technology to directly differentiate PSCs into a variety of lineages^24,30–33^.

An additional approach to enhance or govern cell fate conversion is the administration of small molecules that target key signaling pathways^34^. For example, small molecule treatment has been widely used in conjunction with transcription factor overexpression to enhance cellular conversion into multiple cell types including iPSCs, neurons, hepatocytes, and cardiomyocytes^34^. Moreover, small molecules alone can induce cellular conversion, negating the use of transcription factors and associated viral vectors^34^. Prominent examples from recent years include reprogramming of fibroblasts into cardiac, neural and pluripotent cells solely using compound treatment^35–39^.

We and others have previously established a method to reprogram mouse fibroblasts into induced myogenic progenitor cells (iMPCs) that resemble satellite cells, the stem cells of skeletal muscle tissue^40–42^. To this end, MyoD is overexpressed in fibroblasts using a doxycycline (dox)-inducible lentiviral system in conjunction with three small molecules, the cyclic AMP agonist Forskolin (F), the TGF-β receptor inhibitor RepSox (R) and the GSK3 inhibitor CHIR99210 (C) (abbreviated as “F/R/C”)^40^. In contrast to the iMPC reprogramming system, conventional transdifferentiation solely by MyoD has been shown to give rise to non-proliferative postmitotic muscle cells^2,40^. To elicit myogenic transdifferentiation, MyoD functions as a pioneer transcription factor that binds E-Box DNA motif elements, inducing chromatin rewiring and activating a large number of skeletal muscle-associated genes^43–48^. Notably and unlike transdifferentiated myotubes, directly reprogrammed iMPCs form a heterogeneous myogenic culture consisting of skeletal muscle stem, progenitor and differentiated cells, that are passaged in tandem and can efficiently engraft wild type (WT) and dystrophic muscles of Duchenne muscular dystrophy (DMD) mice in vivo^40^. However, a potential caveat for utilizing iMPCs for regenerative medicine purposes involves the use of lentiviral particles to overexpress MyoD in target cells^40–42^. Additionally, the prominent heterogeneity of iMPC cultures may present a potential obstacle for cell-based therapy and could benefit from means to cultivate the stem cell subset of iMPCs more homogenously.

To address these limitations, here we aimed to identify additional compounds that can preferentially increase the stem cell population of iMPCs during conventional reprogramming via lentiviral MyoD overexpression in concert with F/R/C treatment. In addition, we aimed to develop and optimize a synthetic MyoD-mRNA delivery system that in conjunction with F/R/C supplementation can generate integration-free iMPCs. By combining these two approaches, we then set out to trial production of transgene-free iMPCs that contain a higher number of myogenic stem cells, can proliferate extensively in vitro and efficiently form multinucleated myotubes. Last, we investigated whether transplantation of transgene-free iMPCs can contribute to in vivo dystrophin restoration in skeletal muscles of DMD mice.

## Results

### Inhibition of the JNK and JAK/STAT pathways enhances fibroblast conversion to iMPCs

We commenced our investigation by aiming to identify an optimized small molecule cocktail that can augment iMPC production from fibroblasts (Fig. 1a). We hypothesized that manipulation of additional signaling pathways, in concert with the conventional F/R/C treatment, may increase the conversion efficiency of fibroblasts into iMPCs (Fig. 1a). To investigate this possibility, we opted to trial addition of candidate small molecules to the previously reported MyoD+F/R/C protocol^40^, employing immunofluorescence for Pax7 expression as a readout for successful reprogramming, as this transcription factor is highly expressed in muscle stem cells^49^. We assembled a candidate compound library based on a literature search consisting of 25 small molecules, most of which have been previously shown to play important roles in the modulation of signaling pathways in a variety of lineage reprogramming studies^34^. For the first round of compound screening, reprogrammable mouse embryonic fibroblasts (Rep-MEFs) containing a dox-dependent MyoD overexpression cassette were subjected to MyoD, MyoD+F/R/C and MyoD+F/R/C+candidate compounds for 14 days^40^, at which time point the cultures were analyzed for PAX7 expression (Figs. 1a and S1a). Surprisingly, the addition of nine small molecules impeded the formation of PAX7^+^ cells, suggesting the involvement of their respective molecular targets in iMPC formation (Figs. 1b and S1a). Furthermore, several compounds did not affect the number of PAX7^+^ cells, whereas a few compounds enhanced iMPC formation as judged by an increase in the number of PAX7^+^ cells (Fig. 1b). The latter included the c-Jun N-terminal kinase (JNK) inhibitor SP600125 (SP), the Janus kinase (JAK) inhibitor CP690550 (CP), the SIRT1 activator Resveratrol and the epigenetic modulators valproic acid and 5-azacytidine (Fig. 1b).

**Fig. 1:**
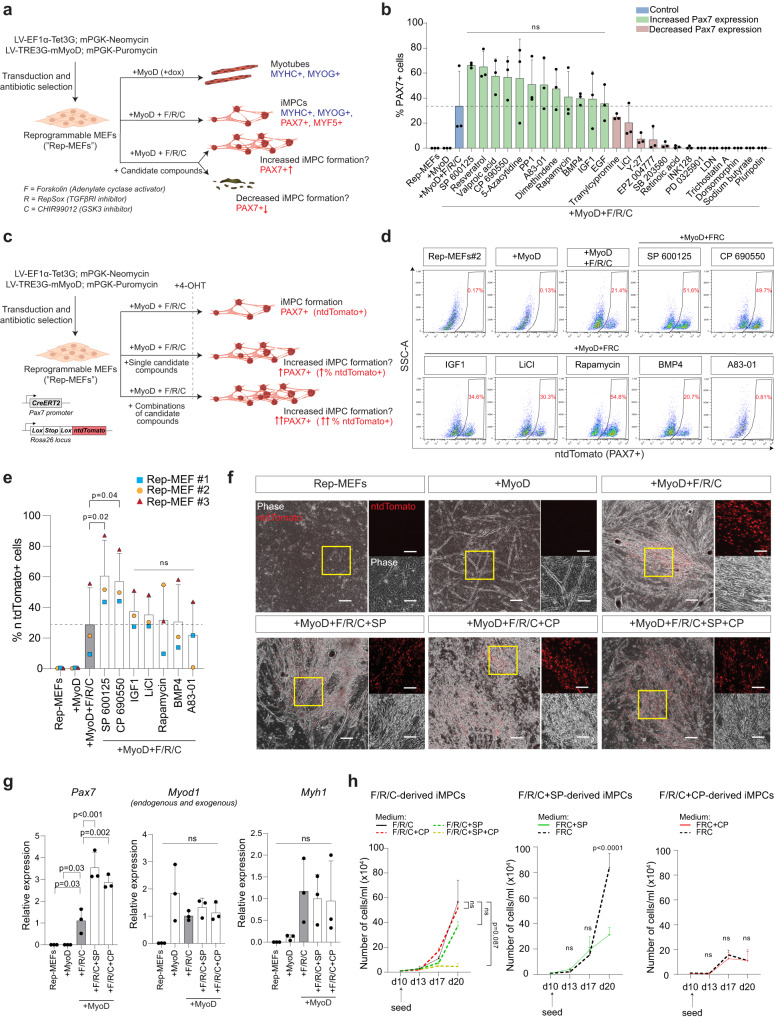
JNK and JAK/STAT inhibition enhance fibroblast conversion into iMPCs. **a** A schematic illustrating compound screening strategy to uncover facilitators of iMPC reprogramming. LV, lentiviruses; iMPCs, induced myogenic progenitor cells; MEFs, mouse embryonic fibroblasts. **b** Quantification of small molecule screen at day 14 of reprogramming as assessed by immunofluorescence of PAX7^+^ cells. *N* = 3, each dot represents one field of view of an assessed cell line. Data are shown as mean ± SD. Significance was assessed relative to the “+MyoD+F/R/C condition” (ns=non-significant) by unpaired two-tailed *t* tests. **c** Schematic depicting experimental design. **d** FACS plots showing percentages of ntdTomato^+^/PAX7^+^ cells on day 10 of reprogramming of *Pax7-CreERT2; R26-LSL-ntdTomato* MEFs using the outlined conditions. Cells were labeled with 4-OHT two days prior to analysis. **e** A graph showing FACS-quantification of ntdTomato^+^/PAX7^+^ cells on day 10 of reprogramming of *Pax7-CreERT2; R26-LSL-ntdTomato* MEFs using the indicated cell lines and conditions. Cells were labeled with 4-OHT two days prior to analysis. *N* = 3, each symbol represents a different cell line. Data are shown as mean ± SD. Significance was determined using a linear model employing group-wise comparisons between treatment groups and percentage of ntdTomato^+^ cells (excluding “Rep-MEFs” and “+MyoD” conditions). One-sided *p*-values are shown after adjustment for family-wise error rate using the Bonferroni–Holm method. **f** Representative images showing MEFs subjected to the indicated conditions on day 10 of reprogramming. Scale bar, 200 μm; scale bar inlay, 100 μm. **g** RT-qPCR analysis of Rep-MEFs #1-3 subjected to the indicated conditions at day 10 of reprogramming. Expression is shown relative to the “+MyoD+F/R/C” condition. *N* = 3, each dot represents a different cell line. Data are shown as mean ± SD. Significance is determined by ordinary one-way ANOVA using Dunnett’s multiple comparisons test taking “MyoD+F/R/C” as a control condition, ns=non-significant. **h** Growth curves of iMPCs at passage 5 (P5) derived by the indicated conditions and exposed to medium containing the outlined small molecules for 10–20 days. *N* = 3 independent experiments. Significance is determined by two-way ANOVA using Tukey’s multiple comparisons test with a single pooled variance. Data are shown as mean ± SD.

The first round of small molecule screening pointed towards promising candidates for further investigation. As iMPCs consist of three-dimensional clusters, rendering an unbiased quantification by immunofluorescence challenging, we sought an additional method to assess for reprogramming efficiency. We opted to employ Rep-MEFs carrying *Pax7-CreERT2; Rosa26-Lox-STOP-Lox-ntdTomato (R26-LSL-ntdTomato)* alleles that prospectively label *Pax7* expressing cells and their progeny upon 4-hydroxytamoxifen (4-OHT) administration (Fig. 1c)^40,50^. We selected several compounds for further testing based on the initial screen or their involvement in muscle regeneration including SP, CP, Rapamycin, IGF-1, LiCl, BMP4, and A83-01. A Fluorescence Activated Cell Sorting (FACS)-analysis at day 10 of the reprogramming course revealed that the most substantial increase in ntdTOMATO^+^/PAX7^+^ cells was under the SP and CP conditions, demonstrating on average around 55–60% PAX7^+^ cells in comparison to around 30% PAX7^+^ cells under the conventional MyoD+F/R/C condition (Figs. 1d, e and S1b for gating strategy). Overall, using three different Rep-MEF lines, a consistent upregulation of PAX7^+^ cells under SP and CP treatment was observed, albeit with a high variation between MEF lines (Fig. 1e). As such, we wished to confirm our observation in respect to PAX7 upregulation by utilizing a *Pax7-nuclear (n) GFP* genetic reporter during reprogramming^51^. We repeated the initial screen using the 25 compounds and similarly documented a higher number of PAX7^+^ cells under the SP or CP treatment at day 14 (Fig. S1d, e, c for gating strategy). Together, these analyses pointed towards improved iMPC formation as judged by PAX7 upregulation with either SP or CP treatment in concert with MyoD+F/R/C. As such, we decided to focus our efforts on characterizing the reprogramming process in the presence of these two inhibitors for the remainder of this study.

As the next step, we determined that individual or combined addition of the two inhibitors with MyoD + F/R/C does not have a substantial effect on the appearance of iMPC clones during reprogramming (Fig. 1f). Interestingly, the addition of either SP or CP increased *Pax7* mRNA transcript level by Real Time quantitative PCR (RT-qPCR), however did not alter the expression of the myogenic differentiation gene *Myh1* (Fig. 1g). Accordingly, a Western blot analysis documented a higher PAX7 protein expression under MyoD+F/R/C + SP, CP or SP + CP in comparison to MyoD + F/R/C (Fig. S2a). We also noted a slight increase in the number of PAX7^+^ cells upon SP and CP treatment at earlier reprogramming time points, prompting us to analyze iMPC formation at day 10 during several subsequent experiments in this study (Fig. S2b). We then assessed the fusion index at day 10 of reprogramming and noted that it was similar for all conditions aside from a lower propensity under MyoD overexpression alone (Fig. S2c, d). Moreover, we assessed PAX7 upregulation using additional *Pax7-CreERT2; R26-LSL-ntdTomato* Rep-MEF lines with all possible combinations of F, R, and C together with either SP, CP or SP + CP. We observed that the inhibitors increased the number of PAX7^+^ cells solely with F/R/C but not other small molecule combinations (Fig. S3a–c). An RT-qPCR analysis with additional Rep-MEF lines confirmed the *Pax7* upregulation upon SP or SP + CP treatment, however, the expression of differentiation myogenic genes was about the same, aside from lower *Myf6* expression (Fig. S3d).

To investigate whether SP or CP treatment increases cell proliferation rate, we performed an EdU analysis on day 10 of reprogramming and observed a slightly elevated number of EdU^+^ cells when SP or CP were administered alone or in tandem (Fig. S4a). To assess whether this observation might be due to proliferating PAX7^+^ cells, we performed an immunostaining for PAX7 and the proliferation marker MKI67, documenting an increase in proliferating PAX7^+^ cells under SP or SP + CP treatment at day 10 (Fig. S4b, c). Last, we wished to assess the growth rate of established iMPC clones generated with F/R/C, SP or CP by a growth curve analysis. To this end, we first cultured F/R/C-derived clones under individual or combined presence of the two inhibitors and documented reduced growth rate when SP and CP were added together to the conventional F/R/C medium (Fig. 1h). Furthermore, continuous culture of SP-derived iMPCs in F/R/C + SP conditions showed reduced growth rate in comparison to the conventional F/R/C condition, whereas the growth rate of CP treated iMPCs remained unchanged (Fig. 1h). Notably, continuous passaging in the presence of SP, CP or SP + CP oftentimes reduced the growth of iMPCs and altered their morphology, precipitating less or more myotubes, however removal of these compounds from the medium could restore morphological attributes (Fig. S4d). Altogether, we report the identification of two inhibitors that enhance PAX7 expression and iMPC formation from fibroblasts by suppression of the JNK and JAK/STAT signaling pathways. Under certain conditions, extended culture of iMPCs in the presence of these small molecules was impaired, suggesting their favorable role in enhancing iMPC derivation, however not long-term propagation.

### Transgene-free iMPCs produced by synthetic MyoD-mRNA and small molecules

Lentivirus-driven MyoD overexpression is critical for iMPC formation, as F/R/C treatment alone fails to produce iMPCs from fibroblasts^40,41^. However, the use of lentiviruses for iMPC production carries associated risks in the form of insertional mutagenesis, poor control over copy number and a risk for the generation of replication-competent viruses. As such, we reasoned that delivery of synthetic MyoD-mRNA could pose a more suitable and safer alternative to lentiviral vectors by enabling an integration-free and transient overexpression of MyoD in fibroblasts.

To explore this possibility and test the potential of synthetic MyoD-mRNA to produce transgene-free iMPCs, we designed a plasmid for in vitro mRNA transcription. This plasmid harbored the murine MyoD coding sequence flanked at the 5′ end by a T7 promoter before a 5′ UTR, and at the 3′ end by the 3′ UTR of the *alpha globin* gene in conjunction with a poly-A tail^24^ (Fig. 2a). In the nascent in vitro transcribed mRNA, we incorporated a 5′ anti-reverse cap analog (ARCA) and a 120 bp poly-A tail to enable increased mRNA stability^20,21,52^ (Fig. 2a). Furthermore, we substituted the nucleosides uridine with pseudouridine-5′-triphosphate and cytidine with 5-methylcytidine-5′-triphosphate, respectively^20,21^. Collectively, these modifications are widely known to be important for mitigating inflammatory responses due to activation of the innate immune system following mRNA delivery, in addition to increasing stability and translation efficiency of in vitro transcribed mRNA molecules^20,21^.

**Fig. 2:**
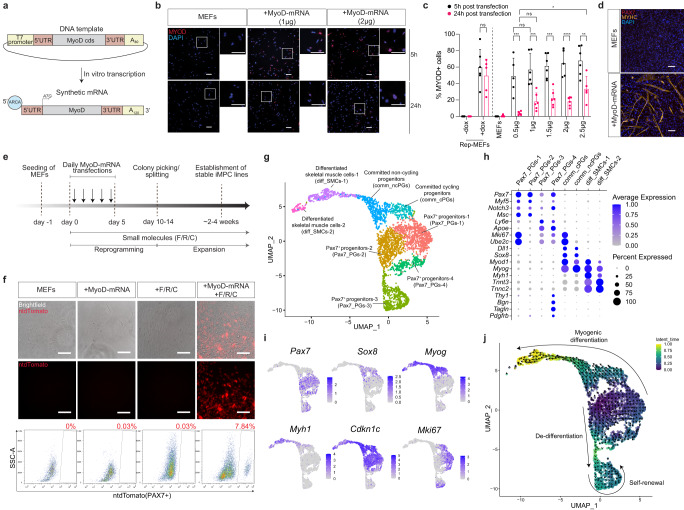
Reprogramming fibroblasts into iMPCs with synthetic MyoD-mRNA. **a** A schematic depicting the plasmid construct utilized to generate synthetic MyoD-mRNA. Cds, coding sequence; UTR, untranslated region; ARCA, anti-reverse cap analog. **b** Representative immunofluorescence images of MYOD expression in MEFs transfected with MyoD-mRNA either 5 or 24 h post treatment. Scale bar, 100 μm. Scale bar inlay, 100 μm. **c** Quantification of MYOD^+^ cells as assessed by immunofluorescence. Data are shown as mean ± SD. *N* = 3, either 1 or 2 random fields of view were quantified for each cell line. Significance is determined by a mixed-effects analysis using Tukey’s multiple comparison’s test with a single pooled variance, ns=non-significant; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **d** Immunofluorescence staining for the indicated proteins in MEFs transfected 4x with synthetic MyoD-mRNA and stained at day 5. Scale bar, 100 μm. **e** Timeline of experimental design to produce transgene-free iMPCs. **f** Top: Images showing ntdTomato^+^ cells following reprogramming of *Pax7-CreERT2; R26-LSL-ntdTomato* MEFs with MyoD-mRNA+F/R/C at day 15. Cells were labeled with 4-OHT three days prior to analysis. Bottom: FACS-analysis of ntdTomato^+^ cells corresponding to the experiment shown above. Scale bar, 100 μm. **g** A UMAP projection showing 3517 cells comprising a MyoD-mRNA-derived iMPC clone at passage 5. **h** Dot plot indicating gene expression level of selected genes in each respective cluster. Average gene expression across all cells in each cluster is shown using a color scale. The percentage of cells expressing the indicated genes is shown as dot size. **i** A UMAP projection showing the expression level of selected myogenic genes across all cells via a color gradient. **j** A UMAP projection of single-cell trajectory as indicated by RNA velocity and colored by the latent time of the underlying cellular process.

Next, we delivered between 0.5 µg to 2.5 µg of the modified MyoD-mRNA to 1.5 × 10^5^ MEFs using a lipofectamine-based transfection reagent in a dose-dependent manner. This trial manifested robust MYOD expression in 60–70% of cells, as early as 5 h post-transfection and regardless of the amount transfected, which was comparable to MYOD expression level in dox-treated Rep-MEFs (Fig. 2b, c). However, after 24 h this percentage was substantially reduced to approximately 20% MYOD^+^ cells, in addition to exhibiting decreased fluorescence intensity (Figs. 2b, c and S5a). These results illustrate the transient nature of mRNA-mediated MyoD overexpression and suggest a need for repeated mRNA transfections to attain a high level of protein expression over time. As such, we tested whether multiple MyoD-mRNA transfections of fibroblasts over a course of 4 days might enable myogenic transdifferentiation, and consequently documented by this treatment the formation of MYHC^+^ myotubes (Fig. 2d). This encouraging result prompted us to examine whether repeated delivery of synthetic MyoD-mRNA in concert with F/R/C supplementation might promote the generation of PAX7^+^ iMPCs over time (Fig. 2e). In accordance with the transdifferentiation trial, treating *Pax7-CreERT2; R26-LSL-ntdTomato* MEFs with 1ug or 2ug of MyoD-mRNA over 4–5 days in concert with continuous F/R/C administration resulted in the formation of ntdTOMATO^+^/PAX7^+^ cells at day 10–15, which exhibited iMPC-like morphology (Figs. 2e, f and S5b). These iMPC-like colonies could be manually picked and propagated in the presence of F/R/C supplementation, giving rise to proliferative and heterogeneous iMPC-like clones which expressed a cohort of canonical myogenic markers including PAX7, MYOD, MYOG, and MYHC for at least 6 passages (Fig. S5c, d and Movie S1). Next, we trialed the production of iMPCs from MEFs harboring a *Pax7-nGFP* reporter using MyoD-mRNA and F/R/C. We successfully produced Pax7-nGFP^+^ iMPC colonies which remarkably expressed between 55.3% to 98.3% of Pax7-nGFP^+^ cells at passage 2–3 (Fig. S5e, f). Based on these results, we conclude that MyoD-mRNA in conjunction with F/R/C treatment can produce integration-free iMPCs.

As a following step, we sought to decipher whether we can detect myogenic stem, progenitor and differentiated cell populations in a transgene-free iMPC clone at passage 5 using single-cell RNA-sequencing (scRNA-seq). By means of this analysis, we deconstructed an iMPC clone into eight distinct cell clusters, four of which expressed *Pax7*, thus representing myogenic stem and progenitor cells (Pax7_PGs) (Fig. 2g–i). In addition, two cell clusters co-expressed *Myod1*, *Sox8* and *Dll1*, thus representing committed progenitors (comm_PGs), yet were separated by proliferation markers (Fig. 2g–i). Finally, two cell clusters expressed *Myh1*, *Tnnt3* and *Tnnc2*, representing differentiated skeletal muscle cells (diff_SMCs); however, separated by different expression of *Myod1* and *Myog* (Fig. 2g–i). Namely, the four *Pax7*^+^ cell populations were annotated based on a unique gene expression indicative of each cell population. For example, one *Pax7*^+^ cell population (Pax7_PGs-1) was annotated based on high expression of proliferation markers (*Ube2c, Mki67*) and *Myod1*, whereas the second *Pax7*^+^ cell population (Pax7_PGs-2) did not exhibit a high level of these genes (Figs. 2g–i, S6a, b). Additionally, another *Pax7*^+^ cell population (Pax7_PGs-4) expressed connective tissue-like cell markers (*Bgn*, *Pdgfrb*), in accordance with our previous observation that iMPCs can give rise to a connective tissue-like cell fate^41^ (Fig. 2g, h). Surprisingly, the remaining *Pax7*^+^ cell population (Pax7_PGs-3) demonstrated expression of genes indicative of satellite cells in vivo, including *Apold1*^53^, *Apoe*^53,54^*, CD9*^55^*, Cebpb*^56^ and most notably absence of *Cdkn1c*, a myoblast marker reportedly undetectable in muscle stem cells^57^ (Figs. 2g–i and S6a–c). We next performed an Over Representation Analysis (ORA) using the KEGG pathway database and documented enriched annotations for each *Pax7*^+^ cell population, corroborating their molecular distinction (Fig. S6d, e). Last, we performed an RNA velocity analysis which documented a myogenic differentiation program emanating from cycling and non-cycling *Pax7*^+^ progenitor cells that gave rise to *Sox8*^+^/*Myod1*^+^ committed progenitors and *MyHC*^+^ differentiated muscle cells (Fig. 2g–j). Intriguingly, we observed a branching point projecting from Pax7_PGs-1 and 2 to Pax7_PGs-3 (Fig. 2j). This observation cautiously suggests that a subset of the cycling Pax7^+^ iMPCs can de-differentiate into a population expressing muscle stem cell markers that are enriched in satellite cells in vivo. In summary, we devised a synthetic MyoD-mRNA delivery system that in conjunction with F/R/C supplementation gave rise to transgene-free iMPCs. These myogenic cultures can be expanded extensively in vitro, faithfully recapitulating a skeletal muscle differentiation program.

### Facilitating iMPC generation via MyoD-mRNA and enhanced small molecule cocktails

As the next objective, we set out to determine whether combining MyoD-mRNA+F/R/C with either SP, CP or SP + CP treatment might enable a more efficient derivation of PAX7^+^ iMPCs. To investigate this possibility, we optimized the transfection and reprogramming regimen utilizing *Pax7-CreERT2; R26-LSL-ntdTomato* fibroblasts subjected to MyoD-mRNA in concert with either F/R/C, F/R/C + SP, F/R/C + CP or F/R/C + SP + CP treatment (Fig. 3a). At day 14 of reprogramming, we detected around 1% ntdTOMATO^+^/PAX7^+^ iMPCs with F/R/C treatment and 7% and 13% with either the addition of SP or CP, respectively (Fig. 3b, c). Notably, the addition of both inhibitors significantly increased the number of PAX7^+^ cells to around 44%, and many more colonies appeared in the culture dish (Fig. 3b, c). Moreover, in a trial using refractory fibroblasts that did not reprogram into PAX7^+^ iMPCs via conventional MyoD-mRNA+F/R/C treatment, we could produce PAX7^+^ iMPCs with the addition of SP, CP, and more efficiently when using both inhibitors (Fig. S7a–d). Additionally, we confirmed these results using fibroblasts carrying the *Pax7-nGFP* genetic reporter (Fig. S7e, f). Interestingly, and in contrast to our prior observation using the lentivirus reprogramming system (Fig. 1), we documented increased formation of myotubes and fusion index with the addition of the two inhibitors by day 10 in iMPC medium, highlighting potential differences between the two MyoD delivery systems (Fig. S7g, h). Importantly, transgene-free iMPCs produced via F/R/C + CP could be propagated, expressing stem and differentiated cell markers (Figs. 3d and S7i). In support of this observation, scRNA-seq analysis of an iMPC clone generated with MyoD-mRNA+F/R/C + CP and maintained in F/R/C + CP condition revealed similar cell populations to iMPCs generated with MyoD-mRNA+F/R/C and maintained in F/R/C (Fig. S8a–i). This analysis also surprisingly uncovered a very small cell population expressing melanocyte markers such as *Pax3* and *Tyrp1* (Fig. S8a–c). In contrast, we noted that F/R/C + SP medium proved challenging to propagate iMPCs long-term, most likely due to extensive fusion and loss of proliferative potential over time (Figs. 3d and S7i).

**Fig. 3:**
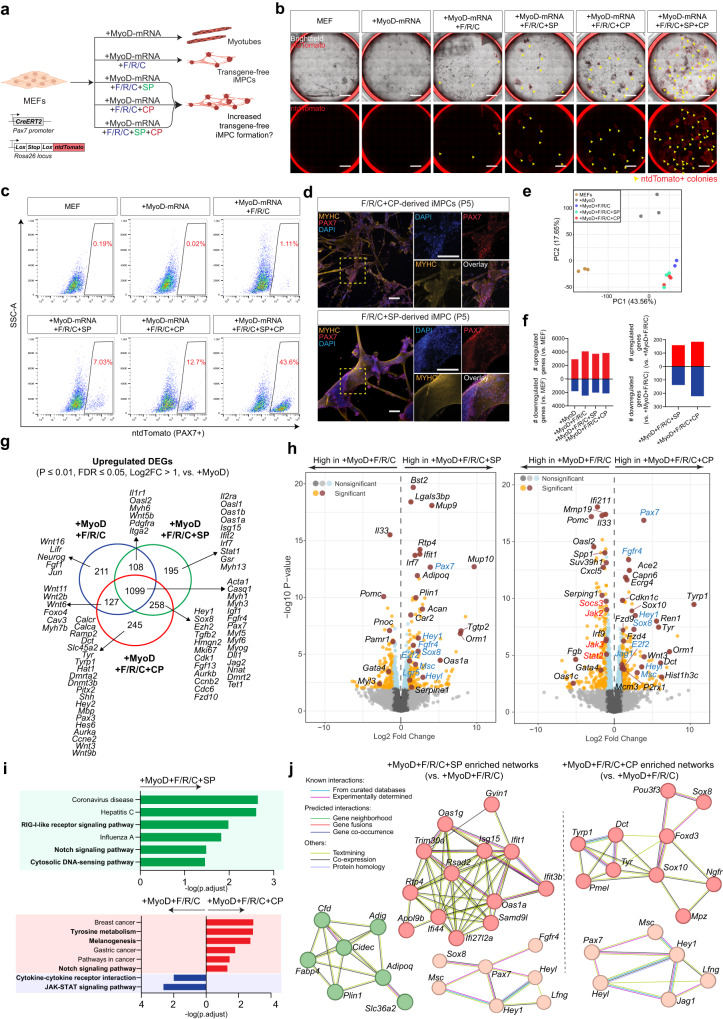
Enhanced iMPC production using synthetic MyoD-mRNA and small molecules. **a** A schematic showing experimental design. **b** Representative whole-well brightfield and fluorescence images demonstrating emerging PAX7^+^ colonies at day 14 of reprogramming of *Pax7-CreERT2; R26-LSL-ntdTomato* MEFs. Colonies are highlighted with yellow arrowheads. Cells were transfected with 2 μg MyoD-mRNA during the first 4 days. Scale bar, 5 mm. **c** FACS plots showing percentages of ntdTomato^+^ cells at day 14 of reprogramming of *Pax7-CreERT2; R26-LSL-ntdTomato* MEFs. Cells were transfected with 2 μg MyoD-mRNA on the first 4 days of reprogramming and labeled with 4-OHT two days prior to analysis. **d** Representative immunofluorescence images for the indicated markers in stable transgene-free iMPC clones reprogrammed and kept in F/R/C + CP or F/R/C + SP at passage 5. Scale bars, 100 μm. **e** PCA based on bulk RNA-seq data for the indicated conditions at day 10 of reprogramming with MyoD-mRNA and small molecules. *N* = 3, each dot represents a different cell line. **f** Number of differentially expressed genes (DEGs) for the indicated conditions relative to parental MEFs (left) or the “+MyoD+F/R/C” (right) condition at day 10 of reprogramming. Significantly upregulated or downregulated genes were determined using |log2FC | > 1 and *p*-value ≤ 0.01. **g** Venn diagram showing the overlap of upregulated genes across all the indicated conditions versus the “+MyoD” condition. Only significantly upregulated protein-coding genes are shown. A cut-off of log2FC > 1, *p*-value ≤ 0.01, FDR ≤ 0.05 was used. **h** Volcano plots showing DEGs for the indicated conditions at day 10 of reprogramming. Significance was calculated using |log2FC | > 1 and *p*-value ≤ 0.01. JAK-STAT signaling pathway associated genes are highlighted in red, whereas satellite cell-related genes are highlighted in blue. **i** Over-representation analysis (ORA) using the KEGG database for the indicated conditions. Only significant pathways are shown (p.adjust ≤ 0.05). **j** Gene networks for the indicated comparisons based on the STRING database. Only significantly upregulated DEGs (log2FC > 1, *p*-value ≤ 0.01) were used. Networks were clustered in an unbiased manner by Markov Cluster Algorithm (MCL) inflation parameter 3.0 (F/R/C + SP) or 2.4 (F/R/C + CP).

To gain further molecular insights into the genes and pathways that might be altered following the suppression of the JNK or JAK/STAT pathways during iMPC reprogramming, we performed global transcriptome analysis. To this end, we subjected to bulk RNA-seq analysis 3 different MEF lines that have been treated for 10 days with either MyoD, MyoD + F/R/C, MyoD + F/R/C + SP and MyoD + F/R/C + CP (Fig. S9a). 

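RNA from 15 cultures was sequenced, 3 MEF lines in each of 5 conditions. MEFs are fibroblasts from mouse embryos. Each line came from a separate embryo, so the 3 values of a condition are biological replicates, and the same 3 lines were used in all 5 conditions. One condition was untransfected MEFs. The other 4 received synthetic MyoD mRNA, which encodes the muscle transcription factor Myod1, either alone (+MyoD), with forskolin, RepSox and CHIR99210 (MyoD + F/R/C), or with these compounds and SP600125 (MyoD + F/R/C + SP) or CP690550 (MyoD + F/R/C + CP). Forskolin raises cAMP, RepSox inhibits the TGF-β receptor, CHIR99210 inhibits GSK3, SP600125 inhibits JNK and CP690550 inhibits JAK. The treated cultures were collected at day 10 after 4 transfections. The medium of the 4 transfected conditions also held B18R, a protein that the paper used against immune toxicity of the transfected RNA. The paper's methods keep it only for a short time after the last transfection. B18R is not given for the MEFs. For the untransfected MEFs the sources used here give both day 0 and day 10. Comparisons with MEFs could therefore also hold differences in B18R and in time in culture.
The authors made stranded poly-A libraries, sequenced single-end reads, trimmed them with fastp 0.20.0 and estimated the abundance of each transcript with kallisto 0.46.1 against the GRCm38.p6 transcripts. The deposited estimated counts summed to between 29393872 and 41885769 per library, with a median of 38458894. By condition the range and median were 38458894 to 40651433 and 38577344 in MEFs, 33963335 to 39494247 and 34092932 with +MyoD, and 36737076 to 41885769 and 38780615 with MyoD + F/R/C. They were 31178230 to 41401758 and 37089210 with MyoD + F/R/C + SP, and 29393872 to 40537116 and 35721003 with MyoD + F/R/C + CP. Here the counts of 121104 transcripts were summed per gene, rounded and normalized by TMM, and 19331 genes with enough counts were tested with edgeR's quasi-likelihood test in one fit of all 15 libraries. The biological coefficient of variation of that fit was 0.35. A gene is called higher or lower here when its Benjamini-Hochberg adjusted p is at most 0.05 and its log2FC is over 0.5 in size, the thresholds the paper's methods give. The test, these thresholds and 27 gene lists were set before the data were examined, the lists with Fig. 3 of the paper in view. Lists were compared with the other genes by limma's camera test with a preset correlation of 0.01 between genes, and again with an estimated correlation, and its p-values were adjusted over the 27 lists and 10 comparisons together.
Levels are given as CPM, counts scaled to a common library total after TMM, as mean ± SD over the 3 lines. Where every library of a group had 0 counts, a fold is a lower bound computed against 3 counts over the 3 libraries of that group, with the counts of each group pooled. Such bounds cover counting error only. Kallisto divides reads between near-identical transcripts by an estimate, so values of close paralogs are uncertain.
Myod1 itself (ENSMUSG00000009471.4, chromosome 7 from 46376474 to 46379099, GRCm38) had 0.360 ± 0.226 CPM in MEFs (SD, n = 3) and between 1133 ± 318.5 and 2272 ± 1048 CPM (SD, n = 3) in the 4 transfected conditions. The counts do not separate the synthetic from the endogenous transcript. Reads were counted against annotated transcripts, of which Myod1 has 1, and no synthetic sequence is described among them.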

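The first principal component of the 15 libraries held 49.3% of the variance of log2 CPM over the 19331 genes. Among the genes with the strongest weights on it were Myh8 and Myh4, myosin heavy chains, Kera, a keratan sulfate proteoglycan, and Atp2a1, the calcium pump of fast muscle fibers. Col2a1, a cartilage collagen, was among the genes at its other end. Its mean position was −179.7 ± 10.0 in MEFs, −35.3 ± 18.2 with +MyoD, 76.0 ± 1.76 with MyoD + F/R/C, 68.1 ± 3.29 with MyoD + F/R/C + SP and 70.8 ± 6.09 with MyoD + F/R/C + CP (SD, n = 3 each). Libraries with +MyoD lay apart on the second component, which held 13.2% of the variance, at 96.2 ± 31.2, against −39.2 ± 4.05 in MEFs and −4.92 ± 18.1 with MyoD + F/R/C (SD, n = 3 each). Among its highest weights were those of Prg4, a lubricating proteoglycan of joints, Myod1 and Comp, a matrix protein of cartilage. Among its lowest were those of Kera, Nefl, a neurofilament, and Th, the enzyme that starts catecholamine synthesis.
On both components together, each of the 6 libraries treated with SP or CP lay nearest to the center of the MyoD + F/R/C libraries among the 3 groups without SP or CP. With all 5 groups as choices, 12 of 15 libraries lay nearest to the center of their own group. Pearson's r between libraries, computed across genes, averaged 0.956 between MyoD + F/R/C and either of the groups with SP or CP, close to 0.960 within MyoD + F/R/C. It averaged 0.919 between +MyoD and MyoD + F/R/C and 0.861 between MEFs and MyoD + F/R/C. Genes are not independent replicates, so no p-value is given for these correlations.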

A PCA and a correlation matrix analysis separated MEFs, MEFs + MyoD and MEFs + MyoD + F/R/C into three distinct clusters, with SP or CP treated cells clustering in association with the MyoD + F/R/C condition (Figs. 3e and S9b, c). Additionally, in comparison to parental MEFs at day 10 of reprogramming between 3000 and 4000 genes were upregulated and 1500–2500 were downregulated for all tested conditions, emphasizing the extensive transcriptional changes associated with MyoD overexpression in fibroblasts; however, the addition of SP or CP only altered the expression of 150–200 genes in comparison to the MyoD + F/R/C condition (Fig. 3f).

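Muscle genes rose and cell cycle genes fell after 10 days of MyoD-mRNA. All 40 tested genes of muscle differentiation were called higher with +MyoD than in MEFs, with a median log2FC of 7.17 (6.91 with 4 members that had 0 counts in MEFs at their bound; camera adjusted p = 4.1e-90, and 0.018 with an estimated correlation). Myh8, the perinatal myosin heavy chain, went from 0.143 ± 0.105 to 250.3 ± 100.2 CPM (SD, n = 3), a log2FC of 10.75 (SE 0.44, adjusted p = 5.3e-10 from edgeR's quasi-likelihood test). Myh4, a fast myosin heavy chain with 0 counts in MEFs, was at least 1568-fold higher (adjusted p = 3.7e-06 from the same test), and at least 600.3-fold without +MyoD replicate 3. Myog, a transcription factor of muscle differentiation on chromosome 1 (ENSMUSG00000026459.5, 134289989 to 134292548, GRCm38), had a log2FC of 6.46 (SE 0.53), and the slow troponin gene Tnnt1 one of 6.42 (SE 0.25). Of 40 proliferation genes, 39 were called lower and none higher, with a median log2FC of −3.16 (camera adjusted p = 4.8e-45, and 0.10 with an estimated correlation). The mitotic genes Birc5 and Aurka fell by 3.63 (SE 0.21) and 3.48 (SE 0.20) on the log2 scale.
Groups outside muscle were higher too. Of 30 fibroblast and matrix genes 24 were called higher and none lower (25 higher when adjusted over the list alone; camera adjusted p = 4.3e-09, and 0.22 with an estimated correlation), among them the PDGF receptor gene Pdgfrb (log2FC 2.69, SE 0.19) and the matrix protease gene Mmp2 (log2FC 3.53, SE 0.23). Of 12 complement genes 9 were higher and none lower (10 higher when adjusted over the list alone; camera adjusted p = 1.1e-04, and 0.23 with an estimated correlation). Of 25 cytokines and chemokines 15 were higher and 3 lower, with the same counts when adjusted over the list alone (camera adjusted p = 0.0019, and 0.21 with an estimated correlation). One of them, the eosinophil chemokine Ccl11, had a log2FC of 7.08 (SE 0.66). Of 43 interferon response genes 24 were higher and 4 lower (26 and 4 when adjusted over the list alone; camera adjusted p = 0.0016, and 0.65 with an estimated correlation). B18R is given for the +MyoD medium, until shortly after the last transfection, and not for that of MEFs. The paper used it to reduce immune toxicity of the RNA. It also states that exogenous mRNA goes with higher pro-inflammatory responses. The part of B18R or of the transfected RNA in these differences was not tested.
At the thresholds given for Fig. 3f, a log2FC over 1 in size and an unadjusted p of at most 0.01, edgeR placed 2996 genes higher and 1707 lower with +MyoD than in MEFs. The counts were 3753 and 2234 with MyoD + F/R/C, 3483 and 1885 with SP added, and 3525 and 1971 with CP added. Myh8 had a log2FC of 13.46 (SE 0.47), 12.97 (SE 0.46) and 13.28 (SE 0.47) over MEFs in these 3 conditions. Against MyoD + F/R/C, the same thresholds were passed by 79 genes higher and 54 lower with SP, 133 in all, and by 94 higher and 121 lower with CP, 215 in all. Leaving out 1 library gave 53 (without MyoD + F/R/C replicate 2) to 113 (without MyoD + F/R/C replicate 1) higher and 21 (without MyoD + F/R/C replicate 2) to 84 (without MyoD + F/R/C + SP replicate 1) lower with SP. With CP it gave 46 (without MyoD + F/R/C + CP replicate 1) to 136 (without MyoD + F/R/C replicate 1) higher and 66 (without MyoD + F/R/C replicate 2) to 138 (without MyoD + F/R/C replicate 1) lower. With adjustment over all genes edgeR called none of these with SP, where 1280 genes had an unadjusted p under 0.05 and DESeq2 called 47 higher and 19 lower. With CP it called none higher and 7 lower, where 1529 genes had an unadjusted p under 0.05. DESeq2 called 71 higher and 124 lower with CP, and edgeR with the MEF line as a block called 10 higher and 27 lower. With only the 6 libraries compared, edgeR called 19 higher and 72 lower with CP, and 2 and 1 with SP. The 9 libraries with F/R/C, a fit added after seeing the data, gave 41 and 111 with CP and 18 and 9 with SP. The main fit shares its spread with the +MyoD libraries, whose biological coefficient of variation was the highest (0.49). Its few calls therefore do not show that few genes changed.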

Next, we compared MEFs treated with MyoD-mRNA+F/R/C to the same treatment with the addition of SP or CP at day 10 of reprogramming. 

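With F/R/C added to MyoD, muscle genes rose further while satellite cell genes, those of the resident stem cells of muscle, went both ways. Of 40 muscle differentiation genes 34 were called higher than with +MyoD and none lower (38 higher and 1 lower when adjusted over the list alone), with a median log2FC of 1.94 (camera adjusted p = 2.2e-35, and 0.091 with an estimated correlation). Myog rose from 27.7 ± 9.03 to 121.9 ± 60.7 CPM (SD, n = 3), a log2FC of 2.14 (SE 0.38, adjusted p = 8.4e-04 from edgeR's quasi-likelihood test). Of 32 satellite cell genes 6 were called higher and 6 lower (9 and 7 when adjusted over the list alone), and the list as a whole did not pass the test (median log2FC 0.19, camera adjusted p = 0.89, and 0.91 without +MyoD replicate 1, where its direction turned). The direction also turned without the genes that the study names, a test added after seeing the data (22 members, median −0.06, camera adjusted p = 0.21). Taking out genes that the study names as higher can lower the result by itself. Cdh15, the muscle cadherin, had a log2FC of 2.60 (SE 0.36) and Fgfr4, a growth factor receptor of myogenic cells, one of 2.78 (SE 0.49). The cell surface genes Sdc3 and Vcam1, both of which mark satellite cells, were called lower, with log2FC of −2.09 (SE 0.24) and −1.26 (SE 0.27). Of 12 satellite cell genes that the study names, 5 were higher and none lower (6 when adjusted over the list alone; camera adjusted p = 0.0042, and 0.25 with an estimated correlation). They are not independent evidence, because the study names them in reporting these libraries.
Known targets of the 3 pathways that the compounds act on moved as groups. Of 18 Wnt targets 7 were called higher and 2 lower, with the same counts when adjusted over the list alone (camera adjusted p = 0.0016, and 0.22 with an estimated correlation), and their median log2FC was 0.40 without MyoD + F/R/C replicate 1 and 0.48 without replicate 2. Axin2, a feedback inhibitor of Wnt signaling, rose from 4.32 ± 0.277 to 26.0 ± 4.71 CPM (SD, n = 3), a log2FC of 2.59 (SE 0.19, adjusted p = 9.6e-07 from edgeR's quasi-likelihood test). Tnfrsf19 and Nkd1 had log2FC of 3.94 (SE 0.23) and 2.44 (SE 0.26), while Lgr6 went the other way at −3.38 (SE 0.28). Of 19 cAMP targets 9 were higher and 2 lower (11 and 2 when adjusted over the list alone; camera adjusted p = 4.9e-04, and 0.20 with an estimated correlation), among them Dio2, which activates thyroid hormone, at 2.98 (SE 0.45), the phosphodiesterase gene Pde3b at 1.81 (SE 0.23, and 1.11 with lengthScaledTPM counts) and Gem at 2.37 (SE 0.24). Of 21 TGF-β targets 2 were higher and 14 lower (3 and 15 when adjusted over the list alone; camera adjusted p = 4.6e-07, and 0.19 with an estimated correlation). Ccn2 fell by 4.37 (SE 0.59) and Skil by 1.70 (SE 0.23) on the log2 scale, while Tgfb2, a TGF-β ligand, rose by 0.96 (SE 0.17). All of these genes were called by edgeR in this comparison and in each alternative tried.
Proliferation genes, which had fallen with +MyoD, were higher again with F/R/C. Of 40, 29 were called higher and 1 lower (30 and 1 when adjusted over the list alone; median log2FC 0.91, camera adjusted p = 5.8e-10, and 0.43 with an estimated correlation). Dll1, a ligand of Notch receptors, rose from 0.434 ± 0.331 to 11.0 ± 2.41 CPM (SD, n = 3; log2FC 4.65, SE 0.54, adjusted p = 3.0e-05 from the same test). The share of counts from mitochondrial genes also differed between these groups. It was 1.31 to 1.80% in the libraries of MEFs and +MyoD and 2.52 to 5.06% in the 9 libraries with F/R/C.

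**Figure D1:**
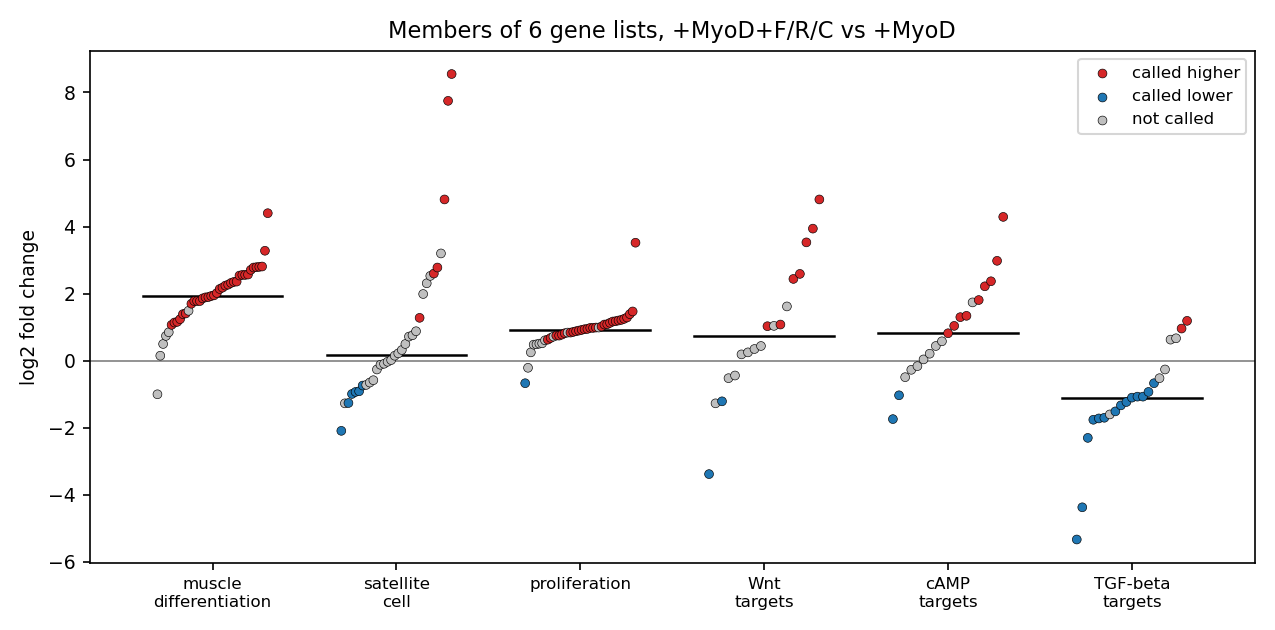
Log2 fold changes of MyoD + F/R/C against +MyoD (vertical axis) for the tested members of 6 gene lists (horizontal axis), each point 1 gene fitted over 3 libraries per group. Red points were called higher, blue points lower and grey points were not called by edgeR, and the bar is the median of the list, 1.94 for muscle differentiation, 0.19 for satellite cell genes, 0.91 for proliferation, 0.73 for Wnt, 0.82 for cAMP and −1.10 for TGF-β targets.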

First and as expected, a comparison of MyoD + F/R/C vs. MyoD revealed a notable group of upregulated satellite cell and differentiation markers unique to the F/R/C treatment, in addition to enrichment in skeletal muscle-related GO terms (Fig. S9d, e). 

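Pax7, the transcription factor that marks satellite cells, was 3.86 higher in log2FC (95% confidence interval 2.38 to 5.34, SE 0.76) with SP added to MyoD + F/R/C and 3.90 higher (2.41 to 5.38, SE 0.76) with CP added. Its level was 0.724 ± 0.469 CPM with MyoD + F/R/C, 10.5 ± 8.64 with SP and 10.7 ± 4.64 with CP (SD, n = 3 each), and each line had more with SP and with CP than without. Pax7 (ENSMUSG00000028736.13) lies on chromosome 4 of GRCm38 from 139737062 to 139833528 on the minus strand. Its counts in lines 1, 2 and 3 were 47, 27 and 13 with MyoD + F/R/C, 229, 887 and 165 with SP, and 537, 536 and 172 with CP. After adjustment over all genes neither difference was called by edgeR (adjusted p = 0.35 with SP and 0.10 with CP). DESeq2 called both (adjusted p = 1.9e-05 and 6.3e-06), and with the MEF line as a block edgeR called the one with CP (log2FC 3.93, adjusted p = 0.035). Over 17 alternatives each, the adjusted p ranged from 1.8e-07 to 1.0 with SP and from 2.1e-08 to 0.49 with CP. Without MyoD + F/R/C + SP replicate 2 the log2FC with SP was 2.92.
Sox8 (ENSMUSG00000024176.10, chromosome 17, 25565892 to 25570686), a transcription factor, had 1.29 ± 0.908 CPM with MyoD + F/R/C, 6.19 ± 3.23 with SP and 7.82 ± 3.53 with CP (SD, n = 3 each). Its log2FC was 2.26 (SE 0.55, edgeR adjusted p = 0.50) with SP and 2.60 (SE 0.55, edgeR adjusted p = 0.12) with CP. DESeq2 called both (adjusted p = 0.015 and 6.5e-04, within 0.0087 to 1.0 and 4.6e-04 to 0.58 over the alternatives). Fgfr4 (ENSMUSG00000005320.9, chromosome 13, 55152640 to 55168759) had 8.09 ± 0.891, 25.2 ± 16.9 and 30.3 ± 10.2 CPM in the same order (SD, n = 3 each), with log2FC of 1.64 (SE 0.44, edgeR adjusted p = 0.56) and 1.91 (SE 0.45, edgeR adjusted p = 0.19). DESeq2 again called both (adjusted p = 0.046 and 0.0034, within 0.0090 to 1.0 and 3.9e-05 to 0.65), and without MyoD + F/R/C + SP replicate 2 the log2FC of Fgfr4 with SP was 0.93. Msc (ENSMUSG00000025930.6, chromosome 1, 14753346 to 14755992), a transcription factor also called musculin, had 1.26 ± 0.767, 4.78 ± 0.983 and 10.3 ± 6.41 CPM (SD, n = 3 each). Its log2FC of 1.92 (SE 0.88, edgeR adjusted p = 0.75) with SP was called in none of 17 alternatives, DESeq2 included. That of 3.03 (SE 0.91, edgeR adjusted p = 0.32) with CP was called in 1, a fit of the 9 libraries with F/R/C that was added after seeing the data (adjusted p = 0.046, within 0.046 to 0.85).
Among genes of differentiation, the log2FC of Myog was 0.74 (95% confidence interval 0.03 to 1.45, edgeR adjusted p = 0.75) with SP and 0.83 (0.13 to 1.54, adjusted p = 0.58) with CP. That of Myf6 was −0.34 (−1.32 to 0.64) with SP and −0.08 (−1.05 to 0.90) with CP, and that of Myh1, an adult fast myosin, −0.07 (−1.10 to 0.96) and 0.21 (−0.82 to 1.24). None of the 3 was called in either comparison by any alternative. The intervals leave room for changes of more than 1.5-fold in all 3 genes. They are normal approximations, narrower than the degrees of freedom of the test would give. Those of Myog lie above 0, but with SP the lower limit of 0.03 is too close to 0 to show a change. With 1 library left out, the log2FC of Myog was 0.48 to 1.21 with SP and 0.57 to 1.31 with CP. The sign turned with SP for Myh1 with the MEF line as a block (0.12) and without MyoD + F/R/C replicate 3 (0.43). With CP it turned for Myh1 without MyoD + F/R/C replicate 2 (−0.07), and for Myf6 without MyoD + F/R/C replicate 2 (0.04) or MyoD + F/R/C + CP replicate 1 (0.02).

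**Figure D2:**
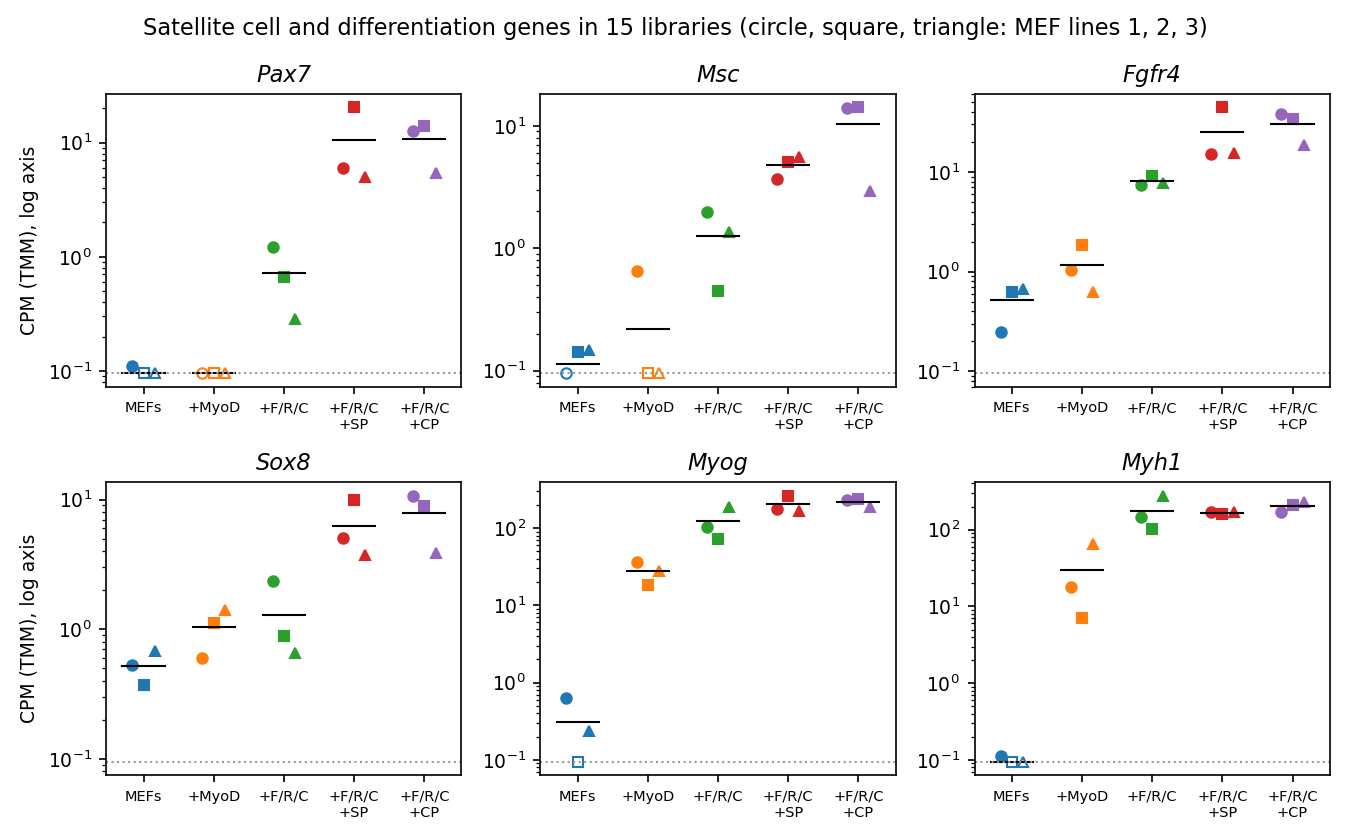
Levels in CPM after TMM (vertical axis, log scale) of Pax7, Msc, Fgfr4, Sox8, Myog and Myh1 in the 5 conditions (horizontal axis), with circles, squares and triangles for MEF lines 1, 2 and 3 and a black bar for the mean. Open symbols on the dotted line are libraries at or under 3 counts; all 3 symbols of Pax7 lie higher with SP and with CP than with MyoD + F/R/C, where its mean is 0.724 CPM.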

Further, we noticed that in comparison to the F/R/C condition, several canonical satellite cell markers, including *Pax7*, *Msc*, *Fgfr4* and *Sox8*, were substantially higher under the F/R/C + SP and F/R/C + CP conditions; however, expression of differentiation genes such as *Myog*, *Myf6* and *Myh1* was unaltered (Fig. S9f). We then compared significantly enriched genes in each condition relative to the MyoD-mRNA condition, and identified shared or uniquely expressed markers (Fig. 3g). 

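Genes not tied to muscle were among those that rose most over +MyoD with F/R/C. Kera (ENSMUSG00000019932.8, chromosome 10, 97606879 to 97613692, GRCm38), a proteoglycan of the cornea and connective tissue, had 0 counts with +MyoD and was at least 960-fold higher with MyoD + F/R/C (adjusted p = 2.0e-05 from edgeR's quasi-likelihood test). Its level was 29.9 ± 17.5 CPM with MyoD + F/R/C, 50.1 ± 23.3 with SP and 104.1 ± 18.5 with CP (SD, n = 3 each). Grp, which encodes gastrin-releasing peptide, and Th, the catecholamine enzyme, also had 0 counts with +MyoD. They were at least 364.7-fold and 248-fold higher with MyoD + F/R/C (adjusted p = 1.4e-06 and 2.1e-04 from the same test), and Th at least 105.7-fold without MyoD + F/R/C replicate 1. Markers of other cell types were compared as lists. Of 19 adipocyte genes 10 were called higher with MyoD + F/R/C than with +MyoD and none lower, the same counts when adjusted over the list alone (camera adjusted p = 1.2e-05, and 0.24 with an estimated correlation). Of 15 neuron genes 7 were called higher and none lower (9 when adjusted over the list alone; camera adjusted p = 0.0013, and 0.51 with an estimated correlation).
At the thresholds given for Fig. 3g, protein-coding genes with a log2FC over 1, an unadjusted p of at most 0.01 and an adjusted p of at most 0.05, 2076 genes were higher than with +MyoD in at least 1 of the 3 conditions with F/R/C. All 3 conditions shared 1149 of them. MyoD + F/R/C alone had 143, MyoD + F/R/C + SP 159 and MyoD + F/R/C + CP 179. MyoD + F/R/C shared 111 with SP only and 114 with CP only, and 221 were found with SP and with CP but not with MyoD + F/R/C. These 6 counts moved when 1 library was left out. They went from 84 (without MyoD + F/R/C replicate 2) to 181 (without MyoD + F/R/C + SP replicate 1), from 85 (without MyoD + F/R/C + SP replicate 1) to 225 (without MyoD + F/R/C + CP replicate 1) and from 116 (without MyoD + F/R/C + CP replicate 1) to 250 (without MyoD + F/R/C + SP replicate 1) for those found in 1 condition, in the order given. The count shared by MyoD + F/R/C and SP went from 73 (without MyoD + F/R/C + SP replicate 1) to 170 (without MyoD + F/R/C + CP replicate 3), that shared with CP from 77 (without MyoD + F/R/C + CP replicate 3) to 184 (without MyoD + F/R/C + SP replicate 1), and that shared by SP and CP from 150 (without MyoD + F/R/C + SP replicate 1) to 376 (without MyoD + F/R/C replicate 1). Mki67, a marker of dividing cells, is an example of how a threshold sets these regions. Its log2FC over +MyoD was 0.94 (SE 0.27, adjusted p = 0.019) with MyoD + F/R/C, 1.44 (SE 0.27, adjusted p = 0.0012) with SP and 1.30 (SE 0.27, adjusted p = 0.0022) with CP from edgeR's quasi-likelihood test. The first of these was lost in 5 of 16 alternatives (adjusted p = 8.9e-05 to 0.11). They were the fits without +MyoD replicate 1 (0.90, adjusted p = 0.053) or MyoD + F/R/C replicate 1 (0.59, adjusted p = 0.11), with only the 6 libraries compared (0.96, adjusted p = 0.058), with lengthScaledTPM counts (0.89, adjusted p = 0.052) and, added after seeing the data, the 6 libraries with the MEF line as a block (0.88, adjusted p = 0.079). Against MyoD + F/R/C itself, Mki67 was not called with SP (log2FC 0.50, SE 0.26, adjusted p = 0.76) or with CP (0.36, SE 0.26, adjusted p = 0.83). With 1 library left out these values ranged from 0.25 to 0.87 with SP and from 0.14 to 0.73 with CP.
The lists of 2 conditions overlapped in 1260 genes for MyoD + F/R/C and SP, 1263 for MyoD + F/R/C and CP and 1370 for SP and CP. Independent lists of these sizes would overlap in 128.7, 130.5 and 141.1 genes. Because the 3 comparisons use the same +MyoD libraries, unchanged groups were also simulated against them, 20 times for each pair. At these thresholds the simulated lists held 0 to 0.05 genes on average, too few to set an overlap beside the observed ones. Pearson's r of the log2FC across genes was 0.858, 0.848 and 0.872, against a simulated 0.511, 0.510 and 0.505, and the covariance 1.94, 1.99 and 2.05 against 0.221, 0.220 and 0.218. With 3 libraries the +MyoD group could not be split, and the simulated groups shared no MEF line, so part of the excess may come from the shared libraries and lines.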

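Pax7 and Myf5, transcription factors of satellite cells and early myogenic cells, had 0 counts in the 3 libraries with +MyoD and were found in each of the 9 with F/R/C. Pax7 was at least 23.3-fold higher than with +MyoD in MyoD + F/R/C, at least 371.8-fold with SP and at least 370.7-fold with CP (adjusted p = 0.0034, 7.0e-05 and 5.8e-05 from edgeR's quasi-likelihood test). These limits were 15.5-fold without MyoD + F/R/C replicate 1 and 184-fold with SP without MyoD + F/R/C + SP replicate 2. Without SP or CP the call was lost in 1 of 16 alternatives, the fit of the 6 libraries with the MEF line as a block that was added after seeing the data (adjusted p = 0.079, within 2.2e-06 to 0.079). Myf5 was at least 43.0-fold, 57.2-fold and 105.1-fold higher (adjusted p = 0.0010, 6.8e-04 and 2.8e-04 from the same test; 35.0-fold without MyoD + F/R/C + SP replicate 2 and 63.1-fold without MyoD + F/R/C + CP replicate 2), at 1.26 ± 0.538, 1.64 ± 1.02 and 3.03 ± 2.44 CPM (SD, n = 3 each). Dmrt2, which lies upstream of Myf5 in the early muscle lineage, rose by 4.81 (SE 0.77), 4.80 (SE 0.77) and 4.85 (SE 0.77) in log2FC (adjusted p = 3.8e-04, 3.6e-04 and 2.8e-04 from the same test).
Sox8 and Hey1, the latter a transcription factor induced by Notch, were called higher than with +MyoD only where SP or CP was added. For Sox8 the log2FC was 2.58 (SE 0.56, edgeR adjusted p = 0.0034) with SP and 2.92 (SE 0.56, edgeR adjusted p = 0.0014) with CP, against 0.32 (SE 0.54, edgeR adjusted p = 0.75) with MyoD + F/R/C. Hey1 (ENSMUSG00000040289.8, chromosome 3, 8663359 to 8667256, GRCm38) had 1.14 ± 0.909 CPM with +MyoD, 1.89 ± 1.46 with MyoD + F/R/C, 9.21 ± 1.91 with SP and 12.9 ± 5.80 with CP (SD, n = 3 each). Its log2FC was 3.01 (SE 0.76, edgeR adjusted p = 0.0089) with SP, 3.50 (SE 0.77, edgeR adjusted p = 0.0034) with CP and 0.72 (SE 0.73, edgeR adjusted p = 0.55) with MyoD + F/R/C. Without MyoD + F/R/C replicate 1 the sign in that condition turned for both genes (−0.40 for Sox8 and −0.06 for Hey1). Calls in some conditions and not in another do not show a difference between them. The direct comparison of Hey1 with MyoD + F/R/C gave a log2FC of 2.29 (SE 0.72, edgeR adjusted p = 0.66) with SP and 2.78 (SE 0.74, edgeR adjusted p = 0.25) with CP.
Heyl, another transcription factor induced by Notch, was called with CP (log2FC 2.91, SE 0.99, edgeR adjusted p = 0.041) and not with SP (2.19, SE 0.96, edgeR adjusted p = 0.12) or MyoD + F/R/C (−0.72, SE 0.96, edgeR adjusted p = 0.67). The call with CP was lost without +MyoD replicate 2 (adjusted p = 0.11) or 3 (0.11) and without MyoD + F/R/C + CP replicate 1 (0.098) or 2 (0.096), with only the 6 libraries compared (0.073), with lengthScaledTPM counts (0.062) and with robust estimation, added after seeing the data (0.065), and in 9 of 16 alternatives it was kept (adjusted p = 0.0013 to 0.11), with a log2FC of 5.24 without +MyoD replicate 1. With SP it was called with the MEF line as a block (2.82, adjusted p = 0.036), by DESeq2 with that block, added after seeing the data (2.92, adjusted p = 0.042), and without +MyoD replicate 1 (4.51, adjusted p = 0.0034, within 0.0034 to 0.28 over the alternatives), and that same omission turned the value with MyoD + F/R/C to 1.60. Calcr, the calcitonin receptor of quiescent satellite cells, had 0.127 ± 0.111 CPM with +MyoD, 0.518 ± 0.278 with MyoD + F/R/C, 1.51 ± 2.16 with SP and 1.21 ± 0.334 with CP (SD, n = 3 each). Its log2FC of 1.99 (SE 1.32), 3.53 (SE 1.36) and 3.20 (SE 1.35) were not called by edgeR (adjusted p = 0.33, 0.075 and 0.099). DESeq2 called Calcr with SP and CP (adjusted p = 0.019 and 0.035, within 0.015 to 0.62 and 0.031 to 0.20 over the alternatives), and without MyoD + F/R/C + SP replicate 3 edgeR called it with SP (4.13, adjusted p = 0.015). Without MyoD + F/R/C + SP replicate 1 the log2FC with SP was 1.12.
Lgr5, a receptor for R-spondins, had 6.68 ± 4.05 CPM with +MyoD, 2.77 ± 0.859 with MyoD + F/R/C, 6.21 ± 2.26 with SP and 6.27 ± 2.00 with CP (SD, n = 3 each). Against +MyoD its log2FC was −1.27 (SE 0.59, edgeR adjusted p = 0.15) with MyoD + F/R/C, −0.10 (95% confidence interval −1.23 to 1.02) with SP and −0.09 (−1.21 to 1.03) with CP, and it was called in none of 16 alternatives with SP or CP. Without +MyoD replicate 1 it was called lower with MyoD + F/R/C (−1.65, adjusted p = 0.049). Its sign turned without +MyoD replicate 2 (0.41 with SP and 0.43 with CP), without MyoD + F/R/C + SP replicate 1 (0.06) or 3 (0.04) and without MyoD + F/R/C + CP replicate 3 (0.17).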

Most notably, whereas several satellite cell markers were upregulated in all conditions vs. MyoD alone (*Pax7*, *Myf5*, *Dmrt2*), other satellite cell markers were more enriched in one or two conditions including *Calcr, Heyl*, and *Lgr5* (CP enriched) or *Sox8* and *Hey1* (SP or CP enriched) (Figs. 3g and S9g). Accordingly, a volcano plot representation for differentially expressed genes revealed that several of the most upregulated genes in SP- or CP-treated cells in comparison to MyoD + F/R/C include satellite cell markers such as *Pax7*, *Fgfr4* and *Hey1* (Fig. 3h). 

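Heyl stood beside these genes, with a log2FC of 2.90 (SE 0.99, edgeR adjusted p = 0.67) with SP and 3.63 (SE 1.02, edgeR adjusted p = 0.28) with CP against MyoD + F/R/C, at 1.49 ± 1.66, 11.1 ± 2.87 and 18.4 ± 7.72 CPM (SD, n = 3 each) in MyoD + F/R/C, SP and CP. Its log2FC was 4.36 with SP and 5.09 with CP without MyoD + F/R/C replicate 1. DESeq2 called Hey1 with CP (adjusted p = 0.0094, within 0.0056 to 0.79 over the alternatives) and did not call Heyl in either comparison. Of the alternatives added after seeing the data, DESeq2 with the MEF line as a block (log2FC 4.08, adjusted p = 0.028), the 6 libraries with the MEF line as a block (3.95, adjusted p = 0.015) and the 9 libraries with F/R/C (3.63, adjusted p = 0.029) called Heyl with CP, within 0.015 to 0.82 over the alternatives. The 6 libraries with the MEF line as a block called it with SP (3.35, adjusted p = 0.031, within 0.031 to 1.0). Only the 7 genes called lower with CP passed adjustment over all genes with edgeR. They were Pomc, the precursor of ACTH and other peptide hormones (log2FC −2.99, SE 0.45, adjusted p = 0.028), the interferon-inducible genes Slfn2 (−2.44, SE 0.36, adjusted p = 0.028) and Ifi211 (−2.18, SE 0.28, adjusted p = 0.013), and Jak2, a JAK kinase (−0.98, SE 0.15, adjusted p = 0.028). The others were the related genes Steap1 (−1.01, SE 0.13, adjusted p = 0.013) and Steap2 (−0.88, SE 0.13, adjusted p = 0.028), and the TNF-induced Tnfaip2 (−0.75, SE 0.12, adjusted p = 0.043). Pomc had risen with F/R/C, from 0.444 ± 0.255 CPM with +MyoD to 8.78 ± 2.58 (SD, n = 3), and stood at 1.10 ± 0.246 with CP. With counts scaled by transcript length (lengthScaledTPM) 2 of the 7 were called, Ifi211 and Steap2. Leaving out any 1 of the 6 ended the calls of Pomc (up to 0.25), Slfn2 (up to 0.21), Jak2 (up to 0.25) and Tnfaip2 (up to 0.25). The calls of Ifi211 (0.038), Steap1 (0.038) and Steap2 (0.047) were kept without MyoD + F/R/C + CP replicate 3 and lost without any other (up to 0.14, 0.14 and 0.25).
Lists of other cell types were compared as well. Of 19 adipocyte genes, 18 had a positive log2FC with SP against MyoD + F/R/C (median 1.01, camera adjusted p = 2.2e-11, and 0.12 with an estimated correlation). None was called over all genes by edgeR, and 2 were higher when adjusted over the list alone, Cfd, a complement protease of fat cells (log2FC 2.48, SE 0.60, adjusted p = 0.50), and Gpd1, an enzyme of glycerol synthesis (1.01, SE 0.25, adjusted p = 0.50). DESeq2 called both (adjusted p = 7.5e-06 and 0.028, within 5.3e-06 to 1.0 and 0.024 to 1.0 over the alternatives). Of 20 melanocyte and neural crest genes, 16 had a positive log2FC with CP (median 1.36, camera adjusted p = 1.6e-09, and 0.036 with an estimated correlation), and 6 were higher when adjusted over the list alone. Tyrp1, an enzyme of melanin synthesis with 0 counts with MyoD + F/R/C, was at least 272.5-fold higher at 6.50 ± 6.20 CPM (SD, n = 3), and at least 120.8-fold without MyoD + F/R/C + CP replicate 2. Dct, another such enzyme, had a log2FC of 6.11 (SE 1.26) and Sox10, a transcription factor of the neural crest, one of 2.34 (SE 0.82). Their adjusted p was 0.10, 0.10 and 0.43 from edgeR, none of them called. With the MEF line as a block edgeR called Dct (log2FC 6.75, adjusted p = 0.039, within 9.0e-09 to 0.49 over the alternatives), and without MyoD + F/R/C replicate 1 its log2FC was 9.38. Of 17 alternatives 4 called Tyrp1 (adjusted p = 0.0085 to 0.40), 8 called Dct and 4 called Sox10 (0.015 to 0.94). Of 9 epithelial genes, 8 had a positive log2FC with CP (median 0.89, camera adjusted p = 7.7e-04, and 0.050 with an estimated correlation), none was called by edgeR or DESeq2, and 1 was higher when adjusted over the list alone.
At the thresholds of Fig. 3f, 26 genes were higher with SP and with CP, 13 were lower with both, and 8 were higher with one and lower with the other. Independent lists would share 0.384 and 0.338. Unchanged groups simulated against the same MyoD + F/R/C libraries shared 11.4 and 2.70 on average over 20 simulations, with at most 16 and 5. Pearson's r of the log2FC across genes was 0.555, against 0.494 simulated, and the covariance 0.376 against 0.231. With the MEF line as a block 29 genes were higher with both and 16 lower, at an r of 0.562. Part of the excess may come from the shared libraries, since 3 libraries could not be split, and part from the shared MEF lines, which the simulated groups did not have.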

Last, a functional enrichment analysis based on the KEGG and STRING databases for SP and CP treatment vs. conventional F/R/C treatment revealed enrichment for Notch associated genes, a signaling pathway which is highly enriched in satellite cells in vivo (Figs. 3i, j and S10a)^58^. 

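Genes of the Notch pathway did not pass the test as a group with SP, and passed it at a small median change with CP. Of 35 tested members 20 had a positive log2FC with SP against MyoD + F/R/C (camera adjusted p = 0.35, and 0.75 with an estimated correlation), and none was called by edgeR or DESeq2. With CP 22 were positive, at a median log2FC of 0.02 (camera adjusted p = 0.045, 0.46 with an estimated correlation and 0.058 with the MEF line as a block). That call was also lost without MyoD + F/R/C replicate 1 (0.056) or 3 (0.090) and without MyoD + F/R/C + CP replicate 1 (0.056) or 2 (0.31). Adjusted over the list alone, 4 members were higher with CP and none lower, Lfng, Dtx4, Hey1 and Heyl, while edgeR called none over all genes. Lfng, a glycosyltransferase that modifies Notch receptors, had 1.29 ± 0.656 CPM with MyoD + F/R/C, 3.55 ± 1.91 with SP and 5.93 ± 2.43 with CP (SD, n = 3 each). Its log2FC was 1.47 (SE 0.51, edgeR adjusted p = 0.67) with SP and 2.20 (SE 0.52, edgeR adjusted p = 0.19) with CP. Dtx4, a ubiquitin ligase of the pathway, went from 23.5 ± 4.72 to 39.4 ± 4.96 CPM with CP (SD, n = 3; log2FC 0.74, SE 0.19, edgeR adjusted p = 0.21). DESeq2 called Lfng and Dtx4 with CP (adjusted p = 0.0032 and 0.034, within 2.7e-04 to 0.66 and 0.034 to 0.79 over the alternatives). Without MyoD + F/R/C + SP replicate 2 the log2FC of Lfng with SP was 0.93. Jag1, a Notch ligand, had a log2FC of 0.61 (SE 0.36, edgeR adjusted p = 0.77) with SP and 1.01 (SE 0.36, edgeR adjusted p = 0.44) with CP, and DESeq2 called neither. With CP the 6 libraries with the MEF line as a block, added after seeing the data, called it (1.06, adjusted p = 0.011, within 0.011 to 0.94 over the alternatives). Its log2FC with SP was 0.97 without MyoD + F/R/C replicate 1, 0.38 without replicate 3 and 0.40 without MyoD + F/R/C + SP replicate 1. Between CP and SP themselves, 22 of the 35 members had a positive log2FC (camera adjusted p = 0.23, and 0.69 with an estimated correlation), a difference called only without MyoD + F/R/C + CP replicate 3 (0.017).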

In respect to downregulated genes, we documented reduction in immune system-related markers and pathways upon CP treatment (*Ifi44, Irf7, Irf9*) (Fig. S10a, b). 

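Interferon response genes were lower with CP and higher with SP than with MyoD + F/R/C alone. All 43 tested members had a negative log2FC with CP, at a median of −0.99 (−0.96 with members that had 0 counts at their bound; camera adjusted p = 5.5e-28, and 0.091 with an estimated correlation). No single member was called by edgeR over all genes, DESeq2 called 9 lower, and 18 were lower and none higher when adjusted over the list alone. With SP all 43 had a positive log2FC, at a median of 1.39 (camera adjusted p = 3.1e-42, and 0.042 with an estimated correlation), and 30 were higher when adjusted over the list alone. Over all genes edgeR called none of them with SP and DESeq2 called 13 higher, among them Irf7, Isg15 and Rtp4 (adjusted p = 7.5e-06, 0.027 and 7.4e-04, within 5.3e-06 to 1.0, 0.0094 to 1.0 and 3.5e-04 to 1.0 over the alternatives). The direct comparison of CP with SP gave 22 members called lower and none higher, 41 when adjusted over the list alone, at a median log2FC of −2.66 (camera adjusted p = 3.9e-151, and 0.0050 with an estimated correlation).
Irf7, a transcription factor of the interferon response (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481, GRCm38), had 7.16 ± 0.739 CPM with MyoD + F/R/C, 27.1 ± 7.98 with SP and 2.10 ± 0.617 with CP (SD, n = 3 each). Its log2FC with CP against MyoD + F/R/C was −1.76 (SE 0.32, edgeR adjusted p = 0.10), and −1.80 (adjusted p = 0.039) with the MEF line as a block. DESeq2 called it (adjusted p = 8.9e-05, within 2.2e-05 to 0.54 over the alternatives). Irf9, a transcription factor of interferon signaling, went from 25.5 ± 3.88 to 12.5 ± 1.82 CPM (SD, n = 3; log2FC −1.03, SE 0.20, edgeR adjusted p = 0.10), and DESeq2 called it (adjusted p = 0.0010, within 1.7e-04 to 0.52). Ifi44 (ENSMUSG00000028037.13, chromosome 3, 151730922 to 151749960), an interferon-induced gene, went from 1.36 ± 0.766 to 0.197 ± 0.0364 CPM (SD, n = 3; log2FC −2.76, SE 0.92, edgeR adjusted p = 0.40) and was called in none of 17 alternatives. Isg15, a ubiquitin-like protein induced by interferon (ENSMUSG00000035692.6, chromosome 4, 156199424 to 156200818), had 4.26 ± 2.43, 22.5 ± 5.76 and 0.373 ± 0.280 CPM with MyoD + F/R/C, SP and CP (SD, n = 3 each), and Oasl2 had 10.2 ± 3.56, 40.1 ± 17.6 and 1.64 ± 0.169. Between CP and SP, Irf7 fell by 3.69 (SE 0.34), Irf9 by 1.65 (SE 0.21), Isg15 by 5.91 (SE 0.75), Oasl2 by 4.61 (SE 0.58) and Rtp4 by 5.34 (SE 0.67) on the log2 scale, all called by edgeR (adjusted p from 3.5e-04 to 0.0023) and in each of 17 alternatives.
Of 25 cytokines and chemokines, 6 had a positive log2FC with CP against MyoD + F/R/C (median −0.49, camera adjusted p = 1.0e-04, and 0.091 with an estimated correlation), and Spp1 and Il33 were lower when adjusted over the list alone. The median was −0.29 without MyoD + F/R/C replicate 2. Spp1, the secreted cytokine osteopontin, went from 1414 ± 206.3 to 610.4 ± 90.3 CPM (SD, n = 3; log2FC −1.21, SE 0.23, edgeR adjusted p = 0.10). With the MEF line as a block edgeR called it (log2FC −1.21, adjusted p = 0.0071, within 3.7e-13 to 0.50 over the alternatives).

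**Figure D3:**
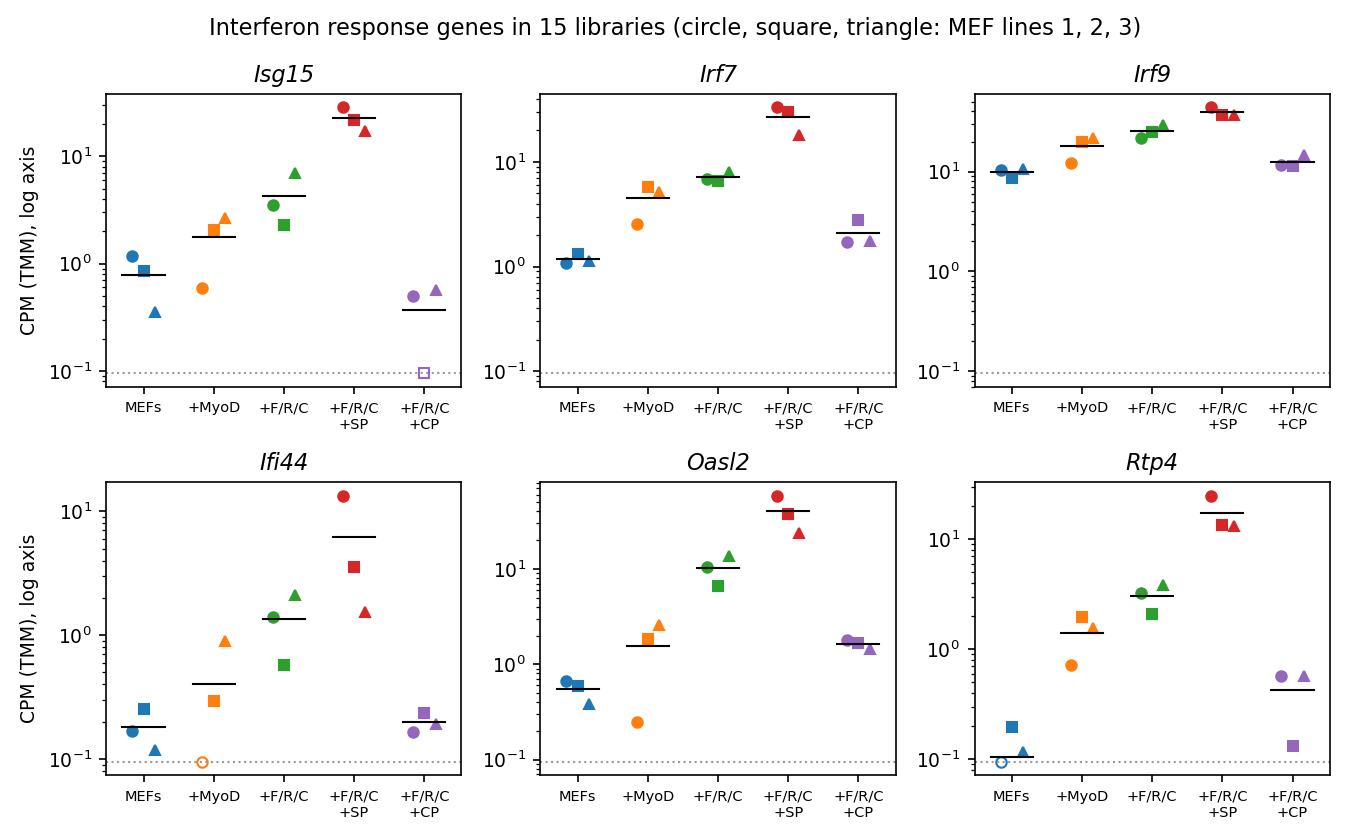
Levels in CPM after TMM (vertical axis, log scale) of Isg15, Irf7, Irf9, Ifi44, Oasl2 and Rtp4 in the 5 conditions (horizontal axis), with circles, squares and triangles for MEF lines 1, 2 and 3 and a black bar for the mean. Open symbols on the dotted line are libraries at or under 3 counts; in the panel of Irf7 the means fall from 27.1 CPM with SP to 2.10 with CP.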

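Jak2, a kinase of cytokine receptors, was the member of the JAK/STAT list called lower with CP, and genes of JNK and AP-1 were not called with either compound. Jak2 (ENSMUSG00000024789.13, chromosome 19, 29251828 to 29313080, GRCm38) had 102.3 ± 17.8 CPM with MyoD + F/R/C, 72.2 ± 7.87 with SP and 52.0 ± 3.30 with CP (SD, n = 3 each). With CP its log2FC was −0.98 (SE 0.15, adjusted p = 0.028 from edgeR's quasi-likelihood test), and leaving out any 1 of the 6 libraries ended the call (adjusted p = 0.067 to 0.25). Of 44 JAK/STAT genes, 8 had a positive log2FC with CP, at a median of −0.31 (camera adjusted p = 9.1e-13, and 0.018 with an estimated correlation), 1 was called lower and 10 were lower when adjusted over the list alone. The median was −0.18 without MyoD + F/R/C replicate 2. Jak3, a kinase of blood cell cytokine receptors, had a log2FC of −1.07 (SE 0.27, edgeR adjusted p = 0.21), Socs3, a feedback inhibitor of JAK signaling, one of −1.07 (SE 0.27, edgeR adjusted p = 0.21), and Stat2 one of −1.01 (SE 0.29, edgeR adjusted p = 0.28). DESeq2 called Jak3 and Socs3 (adjusted p = 0.022 and 0.013, within 2.7e-05 to 0.76 and 2.4e-04 to 0.76 over the alternatives) and not Stat2. With the MEF line as a block edgeR called Jak3 (−1.06, adjusted p = 0.039).
With SP, 16 of the 44 JAK/STAT genes had a positive log2FC, at a median of −0.14 (camera adjusted p = 0.039, and 0.37 with an estimated correlation), and none was called by edgeR or DESeq2 or lower when adjusted over the list alone. That difference was lost without MyoD + F/R/C replicate 2 (0.32) and without MyoD + F/R/C + SP replicate 1 (0.12) or 3 (0.059). Jak2 had a log2FC of −0.50 (SE 0.15, edgeR adjusted p = 0.65), Jak3 −0.78 (SE 0.27, edgeR adjusted p = 0.67), Socs3 −0.58 (SE 0.26, edgeR adjusted p = 0.75) and Stat2 0.71 (SE 0.28, edgeR adjusted p = 0.72). Of the alternatives added after seeing the data, DESeq2 with the MEF line as a block called Jak3 lower (adjusted p = 0.013, within 0.013 to 1.0 over the alternatives), and the 6 libraries with the MEF line as a block called Jak3 (0.024) and Socs3 (0.033, within 0.033 to 1.0). Stat2 is also among the interferon response genes.
Jun, Junb and Fos encode subunits of AP-1, the transcription factor downstream of JNK. With SP, which inhibits JNK, their log2FC was −0.35 (95% confidence interval −0.96 to 0.27), −0.58 (−1.59 to 0.42) and −0.56 (−1.74 to 0.62). With CP it was −0.36 (−0.97 to 0.26), −0.66 (−1.66 to 0.35) and −0.49 (−1.67 to 0.69). The level of Fos was 279.6 ± 181.9 CPM with MyoD + F/R/C, 189.6 ± 89.9 with SP and 199.3 ± 77.1 with CP (SD, n = 3 each). None of the 3 was called by edgeR, by DESeq2 or in any other alternative. Without MyoD + F/R/C replicate 2 the values with SP turned to 0.18, 0.07 and 0.11, and those of Jun and Fos with CP to 0.17 and 0.18. Of 26 genes of JNK and AP-1, 9 had a positive log2FC with SP (camera adjusted p = 0.62, and 0.88 with an estimated correlation) and 6 with CP (0.11, and 0.65 with an estimated correlation). The direction with SP turned without MyoD + F/R/C replicate 2 (0.43) or MyoD + F/R/C + SP replicate 1 (0.91), and the list was called lower with CP without MyoD + F/R/C replicate 3 (0.023) or MyoD + F/R/C + CP replicate 2 (0.0069).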

We then employed additional functional annotation webtools and confirmed largely overlapping enriched terms for each condition, including reduction in JAK/STAT (*Jak2, Jak3, Stat2, Socs3*) or JNK (*Jun, Junb, Fos*) pathway-associated genes (Fig. S10a, b). In conclusion, we demonstrate that suppression of the JNK or JAK/STAT pathways by SP or CP administration in conjunction with MyoD-mRNA+F/R/C substantially increases iMPC derivation, and is characterized by an upregulation of several satellite cell-associated genes and pathways.

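Satellite cell genes passed the test as a group with SP and with CP, while the members that the study does not name did not pass by themselves. Of 32 tested members 22 had a positive log2FC with SP (median 0.32, camera adjusted p = 1.5e-05, and 0.050 with an estimated correlation) and 25 with CP (median 0.45, camera adjusted p = 2.0e-06, and 0.042 with an estimated correlation). The list was written with Fig. 3 of the paper in view. Without the genes that the study names, in a test added after seeing the data, 13 of the other 22 had a positive log2FC with SP (median 0.14, camera adjusted p = 0.092) and 15 with CP (median 0.14, camera adjusted p = 0.13), and neither passed. The study names those genes in reporting these libraries, so taking them out can lower the result by selection alone. The loss of the call therefore cannot show whether satellite cell genes rose as a group. No member was called over all genes by edgeR, while DESeq2 called 3 higher with SP and 5 with CP. Adjusted over the list alone, 5 were higher with SP (Pax7, Sox8, Met, Fgfr4 and Hey1) and 7 with CP (these and Heyl and Msc), and none was lower. Met, the receptor of hepatocyte growth factor that activates satellite cells, had 16.2 ± 3.31 CPM with MyoD + F/R/C, 27.1 ± 8.32 with SP and 27.6 ± 5.93 with CP (SD, n = 3 each). Its log2FC was 0.74 (SE 0.20, edgeR adjusted p = 0.58) with SP and 0.77 (SE 0.20, edgeR adjusted p = 0.25) with CP, and DESeq2 called it with CP (adjusted p = 0.037, within 6.4e-04 to 0.83 over the alternatives). Without MyoD + F/R/C + SP replicate 1 the log2FC of Met with SP was 0.46. Of the 12 satellite cell genes that the study names, 11 had a positive log2FC with SP and 12 with CP (camera adjusted p = 1.8e-10 and 2.6e-14, and 0.035 and 0.018 with an estimated correlation). Adjusted over the list alone 6 and 8 of them were higher. This is not independent evidence, because the study names these genes in reporting these libraries. The paper calls several of them canonical markers, and Pax7 was already the readout of its compound screen. Between CP and SP the satellite cell list was not called (median 0.04, camera adjusted p = 0.55, and 0.76 with an estimated correlation), with the direction turned without MyoD + F/R/C + CP replicate 2 (0.81).
Muscle differentiation genes had a median log2FC of −0.16 with SP, where 9 of 40 were positive (camera adjusted p = 0.022, and 0.75 with an estimated correlation). This was lost without MyoD + F/R/C + SP replicate 1 (0.33) and turned without MyoD + F/R/C replicate 3 (0.34), and the median was −0.32 without MyoD + F/R/C replicate 1 and −0.26 without replicate 2. With CP 26 of 40 were positive at a median of 0.07 (camera adjusted p = 0.50, and 0.91 with an estimated correlation). The list was called higher with CP without MyoD + F/R/C replicate 3 (2.8e-05) or MyoD + F/R/C + CP replicate 1 (0.0073), and its direction turned without MyoD + F/R/C replicate 1 (0.42) or 2 (0.69) or MyoD + F/R/C + CP replicate 3 (0.66). Of 40 proliferation genes 39 had a positive log2FC with SP (median 0.37, camera adjusted p = 6.3e-12, and 0.36 with an estimated correlation) and 40 with CP (median 0.53, camera adjusted p = 5.2e-25, and 0.21 with an estimated correlation). None was called over all genes by edgeR, DESeq2 called 0 with SP and 4 with CP, and 0 and 10 were higher when adjusted over the list alone. The median of the proliferation list with SP was 0.60 without MyoD + F/R/C replicate 1 and 0.20 without replicate 3.
The paper reports higher satellite cell markers and Notch enrichment with SP and CP, lower JAK/STAT or JNK genes, and lower immune terms with CP. It concludes that suppressing JNK or JAK/STAT alongside MyoD-mRNA + F/R/C increases the derivation of iMPCs. It characterizes this increase by upregulation of several satellite cell genes and pathways.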

### Transgene-free iMPCs robustly restore dystrophin expression in muscles of DMD mice

We previously reported that MyoD lentivirus-derived iMPCs can engraft and efficiently restore dystrophin expression in limb muscles of DMD mice^40,59^. As such, we next set out to explore to what extent transgene-free iMPCs can contribute to muscle regeneration in dystrophic mice in vivo. To address this question, we opted to inject two transgene-free *Pax7-nGFP* iMPC clones into cardiotoxin pre-injured *Tibialis anterior* (TA) muscles of immunodeficient and dystrophic *Prkdc*^*scid*^*; Dmd*^*mdx*^ mice, seeking to establish whether engrafted myogenic cells can fuse and restore dystrophin expression in vivo (Fig. 4a). In a previous study, we determined that culturing iMPCs on the Notch ligand Dll1 enabled a more homogenous expansion of Pax7^+^ iMPCs^41^. We therefore decided to investigate whether treatment with Dll1 may augment the transplantation potential of F/R/C-derived transgene-free *Pax7-nGFP* iMPCs in vivo (Fig. 4a). This treatment preferentially precipitated a higher number of mononucleated Pax7-nGFP^+^ cells and less multinucleated myotubes (Fig. S11a, b). One-month post-transplantation, TA muscles were harvested, fixed and stained for DYSTROPHIN expression. We recorded a robust increase in the number of DYSTROPHIN^+^ myofibers following transplantation of iMPCs in comparison to PBS control, ranging between 150–300 myofibers in the majority of muscle sections (Fig. 4b, c). Notably, a statistically significant difference in respect to DYSTROPHIN restoration was not documented between Dll1-treated and non-treated iMPCs, albeit several Dll1-treated clones precipitated a substantially higher number of DYSTROPHIN restored myofibers, reaching up to 600 DYSTROPHIN^+^ myofibers and representing almost 10% of the total muscle area in one muscle section (Figs. 4b–d and S11c). Moreover, in several sections we could detect rare donor-derived Pax7-nGFP^+^ cells in association with DYSTROPHIN^+^ myofibers, indicating the contribution of iMPCs to the satellite cell reservoir (Fig. 4e). Together, we conclude that transgene-free iMPCs are fusion-competent and can efficiently contribute myonuclei to dystrophic myofibers, resulting in dystrophin restoration. In accordance with a previous report for satellite cells^60^ and excluding a few outliers, culturing iMPCs on Dll1-coated plates prior to engraftment did not manifest a statistically significant increase in the number of DYSTROPHIN positive myofibers.

**Fig. 4:**
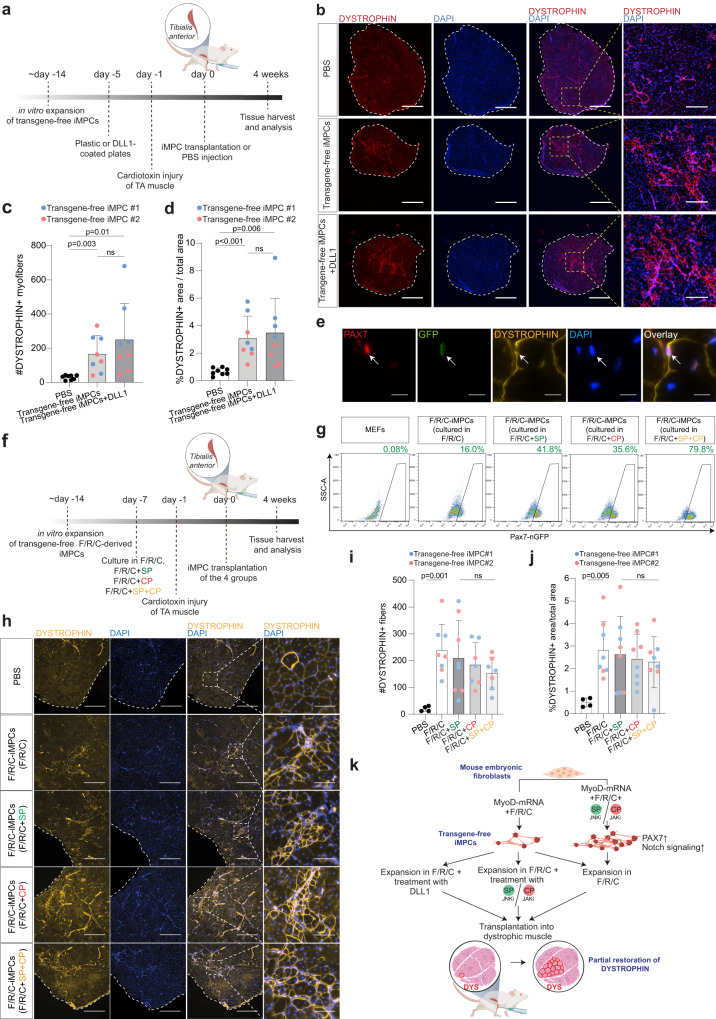
Transgene-free iMPCs restore DYSTROPHIN expression in DMD mice. **a** A schematic illustrating transplantation strategy of transgene-free iMPCs into dystrophic *Tibialis Anterior* (TA) muscles of DMD mice. **b** Representative immunofluorescence images of DYSTROPHIN in TA muscle cross-sections at 4 weeks post iMPC transplantation. PBS injection was used as a negative control. Scale bar, 1 mm; scale bar inlay, 200 μm. **c** Quantification of DYSTROPHIN^+^ fibers per cross-section in TA muscles engrafted with PBS or iMPCs treated with or without DLL1. Data are shown as mean ± SD. *N* = 2 iMPC lines, each transplanted four independent times into TA muscles as indicated by color coding. Significance was determined by two-tailed unpaired *t* tests. **d** Percentage of DYSTROPHIN^+^ area as calculated per total TA area. Related to (**b**). **e** Immunofluorescence image depicting a rare donor-derived PAX7-nGFP^+^ cell within a restored DYSTROPHIN^+^ area in a transplanted TA. Scale bar, 10 μm. **f** A schematic illustrating transplantation strategy of transgene-free iMPCs treated with SP, CP or SP + CP for 7 days prior to engraftment into TA muscles of DMD mice. **g** FACS analysis of an iMPC clone subjected to the indicated conditions for 10 days. **h** Representative immunofluorescence images of DYSTROPHIN in TA muscles 4 weeks after transplantation. Scale bar, 500 μm; scale bar inlay, 100 μm. **i** Quantification of DYSTROPHIN^+^ fibers per TA muscle cross-section engrafted with PBS or iMPCs treated with the indicated small molecules. Data are shown as mean ± SD. *N* = 2 iMPC lines, each transplanted four independent times into TA muscles as indicated by color coding. Significance was determined by two-tailed unpaired *t* tests. **j** Percentage of DYSTROPHIN^+^ area as calculated per total TA area. Related to (**h**). **k** A model summarizing the findings of this study.

Akin to Dll1 administration, treatment with SP or CP increases the number of PAX7^+^ cells in iMPCs, thus raising the possibility that these compounds might enhance the engraftment potential of established F/R/C-derived transgene-free iMPCs. To test this hypothesis, we treated two transgene-free *Pax7-nGFP* iMPC clones with either SP, CP or SP + CP treatment for 7 days prior to intramuscular transplantation into TA muscles of *Prkdc*^*scid*^*; Dmd*^*mdx*^ mice (Fig. 4f). Of note, we assessed the number of PAX7^+^ iMPCs following treatment and confirmed presence of PAX7^+^ cells under the F/R/C condition (16.0%) which increased with either SP, CP or SP + CP treatment (41.8%, 35.6%, and 79.8%, respectively), in addition to demonstrating an increase in fluorescence intensity (Figs. 4g and S11d). One month post-transplantation, we harvested and stained the muscles for DYSTROPHIN expression. Under all examined conditions, we could detect around 150–250 DYSTROPHIN^+^ myofibers and no appreciable level of cell migration away from the injection site (Fig. 4h, i). However, the number of DYSTROPHIN^+^ myofibers or restored area was similar for all examined conditions (Fig. 4i, j). This result suggests that increasing the number of transplanted PAX7^+^ iMPCs via SP, CP or dual SP + CP treatment does not result in a higher number of restored DYSTROPHIN^+^ myofibers. This observation is in accordance with our prior observation that pre-treatment with Dll1, which moderately increased the number of PAX7^+^ cells in iMPCs, did not yield an increase in restored DYSTROPHIN^+^ myofibers.

## Discussion

In this study, we report on a robust method to convert fibroblasts into muscle stem cells utilizing synthetic MyoD-mRNA and small molecule treatment. Specifically, we identified the JNK and JAK/STAT pathways as molecular roadblocks for iMPC formation, and demonstrated that suppression of these pathways facilitated reprogramming into PAX7^+^ iMPCs. As a second objective, we employed repeated MyoD-mRNA transfections in concert with F/R/C supplementation to produce transgene-free iMPCs. Further, by using scRNA-seq analysis, we dissected the various cell populations comprising stable transgene-free iMPC clones and identified a unique *Pax7*^+^ stem cell subpopulation which shares common denominators with satellite cells in vivo. Third, by combining the two approaches, we demonstrated an enhanced method to produce transgene-free iMPCs, further dissecting at the transcriptomic level genetic changes associated with suppression of the JNK and JAK/STAT pathways during reprogramming. Last, we report that transgene-free iMPCs can robustly engraft limb muscles of DMD mice, efficiently restoring dystrophin expression in approximately 3–10% of myofibers and contributing cells to the muscle stem cell pool, thereby unveiling potential utility for cell-based therapies. However, pre-treatment with Dll1, SP, CP or SP + CP did not enhance the in vivo engraftment capacities of transgene-free iMPCs (Fig. 4k).

MyoD is the most widely researched myogenic regulatory factor, and has been extensively studied in respect to its capacity to convert somatic cells into skeletal muscle cells^2,43–48,61–66^. These studies often utilized viral vectors to overexpress MyoD due to robust gene expression emanating from ubiquitous strong promoters. Recent works have also reported utilizing modified MyoD-mRNA to achieve transdifferentiation or PSC-differentiation into muscle cells^24,27,29,30,33^. It will be of interest to assess whether reprogramming via MyoD-mRNA might be more advantageous for switching cell fate in comparison to viral vector-based transdifferentiation, which reportedly generates only partially reprogrammed cells^42,67^. In support of this idea, studies on the production of iPSCs by mRNA delivery reported global gene expression that was more reminiscent of embryonic stem cells in comparison to viral vector-derived iPSCs^24^. Moreover, excision of viral vectors from iPSCs reportedly rendered them more akin to embryonic stem cells^68^. In contrast, a comprehensive study which inspected a variety of non-integrating iPSC reprogramming methods recorded no major differences between the various approaches, albeit mRNA-based delivery of transcription factors was noted for its rapidness, safety, and efficiency^69^. Last, it will be of interest to assess whether delivery of MyoD-mRNA can induce lineage conversion in vivo, as recent studies employed mRNA molecules to redirect cell fate for therapeutic purposes in situ^70–73^.

Our study identified two inhibitors that enhance PAX7^+^ iMPC production. The small molecule SP600125 is a selective inhibitor of JNK1-3, which belong to the MAPK family^74^. Upon activation, the downstream target of JNK, c-Jun, proceeds to form dimeric complexes called activating-protein 1 (AP-1) in concert with Fos family or ATF-related proteins^75^. To date, the role of JNK signaling and AP-1 during myogenesis remains controversial, supporting both inhibitory and promoting effects on myogenic differentiation^75–79^. As an example, a recent report implicated a role for MAPK/JNK in concert with MAPK/ERK signaling in promoting myogenesis via upregulation of MYOD and PAX7 proteins in a dystrophic mouse model^80^. In that model, JNK pathway upregulation was associated with an increase in Pax7 expression, highlighting its diverse role in comparison to this study, in which JNK downregulation promoted Pax7 upregulation during iMPC derivation. Additionally, JNK signaling is known to integrate stress-related signals such as reactive oxygen species (ROS) to activate apoptosis^81^. We previously documented that reprogramming of MEFs into iMPCs is associated with a metabolic switch from glycolysis to oxidative phosphorylation, which may impede cell survival due to increased ROS production^41^. Therefore, SP treatment might assist cell survival during iMPC reprogramming by downregulation of JNK signaling as a consequence of ROS production. Furthermore, our results reveal that in the context of iMPC reprogramming suppression of the JNK pathway enhances the derivation of Pax7^+^ muscle stem cells and increases Notch signaling, however, the precise mode of action and molecular mechanisms remain to be explored.

The JAK/STAT signaling pathway is a central regulator of inflammation and other cellular processes^81^. Delivery of exogenous mRNA is associated with upregulation of pro-inflammatory responses which can drastically impede the use of this technology^20,21^. Our data show that inhibition of JAK/STAT signaling by CP690550 downregulated inflammatory and immune-related processes and as such might result in higher cell survival and increased number of PAX7^+^ iMPCs. Furthermore, inhibition of the JAK/STAT (i.e. JAK1-3) pathway has been well-established in the context of muscle regeneration^82,83^. Specifically, JAK/STAT signaling is increased in aged muscle stem cells, accounting for a reduced regeneration potential that is reversible with JAK inhibition^82^. Specifically, inhibition of JAK2 and its downstream adapter molecule STAT3 has been shown to increase the number of PAX7-expressing satellite cells, in addition to augmenting muscle stem cell engraftment in vivo^82,83^. We postulate that similar mechanism/s may also govern the increase in PAX7^+^ cells in CP-treated iMPCs in vitro. Accordingly, recent works have utilized small molecules to improve satellite cell proliferation and regeneration potential in vivo, with several studies utilizing the small molecules employed in this work including F^84^, F/R^85^ and JAK inhibitors^82,83,86^ to treat muscle pathologies. As such and given their administration in this study did not increase the transplantation potential of iMPCs in a dystrophic mouse model, it will be of interest to assess whether systemic administration of SP or CP with F/R/C may augment a myogenic regeneration response in vivo, potentially proving beneficial to the remedy of muscle pathologies.

In summary, to the best of our knowledge this study represents the first transgene-free direct conversion of fibroblasts into muscle stem cells utilizing synthetic mRNA encoding for a transcription factor. As such, implications may also be relevant to other transcription factor-based lineage conversion systems in the form of fibroblast conversion into neural, cardiac, or hepatic progenitors, which to date were mostly documented using viral vectors^87–91^. Due to a multitude of recent challenges associated with viral vectors and gene therapy trials^92^, directly reprogrammed cells may also encounter comparable hurdles. We envision that a synthetic mRNA-based delivery of transcription factors may continue to evolve as an alternative and safer approach to reprogram cell fate for regenerative medicine purposes.

## Methods

### Animals

The following mouse strains were obtained from Jackson Laboratories and used in this study: *B6.Cg-Pax7*^*tm1(cre/ERT2)Gaka*^/*J* (Jax strain number: 017763), *B6.Cg-Gt(ROSA)26Sor*^tm75.1(CAG-tdTomato*)Hze^/*J* (Jax strain number: 025106), *B10ScSn.Cg-Prkdc*^*scid*^ *Dmd*^*mdx*^/*J* (Jax strain number: 018018). The strains *B6.Cg-Pax7*^*tm1(cre/ERT2)Gaka*^/*J* and *B6.Cg-Gt(ROSA)26Sor*^tm75.1(CAG-tdTomato*)Hze^/*J* were crossed to homozygosity to obtain *Pax7-CreERT2*; *R26-LSL-ntdTomato* reporter MEF lines. The *Pax7-nGFP* reporter MEF lines were obtained from crossing homozygous *Tg*:*Pax7-nGFP/C57BL6*;*DBA2* mice^51^. All mice used in this study were housed in specific-pathogen-free (SPF)-like conditions according to the Swiss Federal Law on Animal Protection and approved by the Cantonal Animal Welfare Committee (license numbers ZH108/2018, ZH177/2018 and ZH002/2022).

### MEF culture

Mouse embryonic fibroblasts were isolated at E13.5 and single embryos were removed from uteri and henceforth treated as separate cell lines. Head bud, internal organs and intestinal tissue were separated from the torso and the remaining embryonic tissue was dissociated and minced into a uniform slur using scalpels. The tissue was further digested in 0.25% Trypsin (Thermo Fisher Scientific, Cat. #25200056) for 10 min at 37 °C, collected in MEF medium, centrifuged at 500 × *g* and plated for culture. At roughly 80% confluency, P0 MEFs were trypsinized, strained through a 100 μm cell strainer and either frozen or expanded for further experiments. Lentiviral transduction was performed in passage 1. For reprogramming experiments, MEFs at passages 1–3 were used. All cell lines were cultured at 37 °C in 20% O_2_ for expansion and reprogramming. All cell lines were individually tested for mycoplasma contamination prior to experimentation using the MycoAlert Mycoplasma Detection Kit (Lonza, Cat.# LT07-118).

### Lentivirus production and transduction

Lentiviruses were produced in HEK-293T cells and precipitated in PEG-it Virus Precipitation Solution (System Biosciences, Cat. #LV825A-1-SBI). Briefly, HEK-293T cells were cultured to 60–70% confluency in high glucose DMEM (Thermo Fisher Scientific, Cat. #41966029) containing 10% fetal calf serum (FCS) (Thermo Fisher Scientific, Cat. #10270106) and 1% Pen/Strep (Thermo Fisher Scientific, Cat. #15-140-122). Packaging (16.5 µg), envelope (11 µg) and target (22 µg) DNA vectors were mixed with NaCl solution (150 mM) to a volume of 1 ml (see supplementary table 5 for more details about plasmids used in this study). Then, 1 ml of polyethylenimine (PEI) (Chemie Brunschwig AG, Cat. #POL23966-1) was added and the mixture was transfected into HEK-293T cells. All indicated amounts and volumes were used in a 15 cm cell culture plate format and medium was replaced every 24 h. Lentivector-containing medium (supernatant) was collected at 48 h and 72 h post-transfection and stored at 4 °C. Next, the supernatant was filtered through a 0.45 µm syringe filter and 0.25 ml of cooled PEG-it Virus Precipitation Solution was added per 1 ml of lentiviral vector-containing supernatant and stored overnight at 4 °C. This mixture was centrifuged at 1500 × *g* for 30 min at 4 °C the following day. The supernatant was then removed, and precipitated lentivirus particles were resuspended in PBS containing 25 mM HEPES buffer (Thermo Fisher Scientific, Cat. #15630106) in 1/10 to 1/100 of the original volume and stored in 20 µl aliquots at −80 °C until further use. MEFs were transduced at passage 1 (60–70% confluency) with one aliquot of frozen lentiviral vectors that was mixed with Polybrene transfection reagent (5 µg/ml) (Sigma-Aldrich, Cat. #TR-1003-G). Alternatively, to produce MEF lines with high reprogramming efficiencies (Rep-MEFs #4-6), we used ready-made concentrated lentiviral vectors encoding for MyoD or rtTA (produced by VectorBuilder), with transducing units ranging between 2.7 × 10^8^ and 1.0 × 10^9^ TU/ml. At 24 h post-transduction, cells were washed in PBS and grown to confluency in MEF medium. Cells were then expanded and sequentially subjected to an antibiotic selection for the two lentiviral cassettes with puromycin (1 µg/ml, 3 days) (Thermo Fisher Scientific, Cat. #A1113803) and G-418 (1 mg/ml, 4 days) (Sigma-Aldrich, Cat. #4727878001).

### MEF to iMPC reprogramming utilizing lentiviruses

Reprogrammable MEFs were plated at a density of 100,000–150,000 cells per well in a six-well plate one day prior to reprogramming in an equal mix of 1:1 MEF and iMPC media. See supplementary table 2 for more information about media used in this study. To induce reprogramming, cells were washed in PBS and placed in iMPC medium containing doxycycline (2 µg/ml) (Sigma-Aldrich, Cat. #D9891) and respective small molecules. See supplementary table 3 for more details about small molecules used in this study. During reprogramming, cell medium, doxycycline and small molecules were replaced every other day.

### In vitro transcription of mRNA

MyoD-mRNA was largely produced as described before^93^. As DNA template for in vitro transcription, we used a plasmid containing the MyoD coding sequence flanked at the 5′ end by a T7 promoter sequence followed by a 5′UTR sequence, and at the 3′ end by the 3′UTR of the alpha 1 globin gene (Hba1, ENSMUSG00000069919) and a 30 bp poly A tail (see supplementary table 5 for more details). The plasmid was linearized using the restriction enzyme FastDigest LguI (SapI) (Thermo Fisher Scientific, Cat. #FD1934) and purified using the QIAquick PCR purification kit (Qiagen, Cat. #28104) according to the manufacturer’s protocol. Using tail-PCR, the digested plasmid was supplemented with a 120 bp poly-A tail using the following primers: Forward primer: 5′-TAT CAC GAG GCC CTT TCG TCT AAT ACG-3. Reverse primer: 5′-TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TTT TCA AAG ACC AAG AGG TAC AGG TGC AAG-3'. Tail-PCR was performed using Phusion High Fidelity DNA polymerase (NEB, Cat. #M0530) according to the manufacturer’s protocol and 1 ng of linearized DNA template. PCR was performed as follows: denaturation @98 °C for 30 s, amplification [@98 °C for 10 s, @68 °C for 30 s, @72 °C for 45 s (30 cycles)], and final extension @72 °C for 600 s. For in vitro transcription, we used the MEGAscript T7 Transcription Kit (Thermo Fisher, Cat. #AMB13345). Reactions were set up in 40 µl total volume per tube using a nucleotide mix consisting of 6 mM Anti-Reverse Cap Analog (ARCA) (NEB, Cat. #S1411S), 1.5 mM GTP (Megascript T7 kit), 7.5 mM ATP (Megascript T7 kit), 7.5 mM 5-Methylcytidine-5′-Triphosphate (Trilink, Cat. #N-1014-1) and Pseudouridine-5′-Triphosphate (Trilink, Cat. #N-1019-1). We used 1.6 µg of tailed PCR template per reaction, 1 × T7 buffer and 1 × T7 enzyme mix in nuclease-free H_2_O. In vitro transcription reactions were incubated for 5 h at 37 °C and subsequently treated with 2 µl DNase (Megascript T7 kit) per reaction for 15 min at 37 °C. Next, the reactions were purified using the MEGAclear Transcription Clean-Up Kit (Thermo Fisher, Cat. #AM1908) according to the manufacturer’s protocol. Following purification, mRNA was treated with 2 µl of Antarctic phosphatase (NEB, Cat. #M0289S) per reaction for 1 h at 37 °C and as per the manufacturer’s instructions. Lastly, the reaction mix was purified again using the MEGAclear Transcription Clean-Up Kit. RNA quantity and quality were assessed using a TECAN plate reader. The mRNA concentration was adjusted to 0.1 µg/µl or 0.2 µg/µl using nuclease-free water and single-use aliquots of 1 µg or 2 ug were stored at −80 °C until further use.

### MEF to iMPC reprogramming utilizing synthetic MyoD-mRNA

For mRNA-based reprogramming, MEFs were maintained in antibiotic-free conditions during the duration of transfections. One day prior to reprogramming, MEFs were plated at a density of 120,000–150,000 cells per well in a 6-well plate format in iMPC medium. Successful reprogramming was achieved when cells reached 60–70% confluency after an overnight culture. Of note, we observed several times refractory MEF lines that were not reprogrammable using this method, likely due to senescence and loss of proliferation potential. On the day of reprogramming, cells were washed in PBS and placed in iMPC medium containing small molecules and in the presence of a recombinant B18R protein (200 ng/ml) (R&D systems, Cat. #8185-BR). After 1–2 h, transfections with MyoD-mRNA were performed using Lipofectamine MessengerMAX Transfection Reagent (Thermo Fisher Scientific, Cat. #LMRNA001) according to the manufacturer’s protocol. Per well of a six-well plate, 3.75 µl of Lipofectamine MessengerMAX reagent was mixed with Opti-MEM medium (Thermo Fisher Scientific, Cat. #31985062) to a final volume of 125 µL and incubated for 10 min at room temperature. Then, 1 or 2 µg of MyoD-mRNA was diluted in Opti-MEM medium to a final volume of 125 µL per one well of a six-well plate. Lipofectamine and mRNA dilutions were then mixed and incubated for 5 min at room temperature. Finally, the mixture was dispersed equally onto the cells in a drop-wise manner. For transfections in 12-well or 24-well formats all quantities were reduced by a factor of 2.5 or 5, respectively. At 24 h post-transfection, cells were gently washed in PBS, medium was replaced, and cells were immediately transfected again as described, for a total of 4–5 transfections. Reprogramming was successful when a stable balance between myotubes and mononucleated cells remained throughout the reprogramming period and when dense, contracting myogenic colonies started to form. The recombinant B18R protein was kept in medium for two more days after the last transfection to reduce potential RNA-mediated immunogenic cytotoxicity. About 10–14 days after initiation of reprogramming, iMPC-like clusters were split as a bulk to produce a stable line, or alternatively single myogenic colonies were picked and propagated to establish iMPC lines. To pick colonies, myogenic colonies were excised and detached from the culture plate using a pipet tip and placed in 0.25% Trypsin for 5 min at 37 °C before further culture in iMPC medium. Stable mRNA-derived iMPC clones were maintained in iMPC medium and small molecules and split in a 1:6 to 1:12 ratio upon confluency.

### DLL1 treatment of iMPCs

To test the effect of DLL1 on the engraftment potential of iMPCs, we cultured transgene-free iMPCs on DLL1-coated plates for 5 days prior to transplantation. To coat plates, we incubated plates with 1 µg/ml recombinant mouse DLL1 (R&D system, Cat. #5026-DL, diluted in PBS containing 0.1% BSA) overnight at 4 °C. On the next day, coated plates were pre-warmed at 37 °C, DLL1 was aspirated and iMPCs were placed directly on the coated wells upon splitting.

### Flow cytometry

Cells were detached using 0.25% Trypsin incubation for 5 min at 37 °C and washed twice in PBS, resuspended in FACS buffer (PBS + 2% FCS) and strained through a FACS tube containing cell strainer (35 µm filter). For analysis, we excluded doublets and dead cells using DAPI staining (1:1000) (Thermo Fisher Scientific, Cat. #62248). Around 10’000 events were recorded per sample unless otherwise stated. All samples were analyzed using a Sony SH800S Cell Sorter (Sony Biotechnology Inc.). Data analysis was performed using FlowJo Version 10.6.1.

### Cell counting experiments

Around 10,000 mononucleated iMPCs at P4, that have been derived and cultured in F/R/C, F/R/C + SP or F/R/C + CP were seeded onto 24-well plates and grown to confluency as per the indicated conditions. After 10 days, 10,000 iMPCs were reseeded in the same format and counted every 3 days. Cells were detached by trypsinization, spun down, resuspended in 1 ml medium, and counted using a Neubauer chamber.

### Immunofluorescence of cell lines

Cells were washed in PBS and fixed in 4% paraformaldehyde for 5 min. Next, cells were placed in a blocking solution (2% BSA and 0.5% Triton-X in PBS) for 30 min. Then, the cells were incubated with the primary antibodies for 60 min followed by two PBS washes. The cells were then incubated in secondary antibodies and DAPI (1:1000) for nuclear stain for 30 min. Finally, wells were PBS-washed again and covered with Prolong Gold Antifade Mountant (Thermo Fisher, Cat. #P36930). For co-staining of PAX7 and KI67, we performed overnight incubation at 4 °C with primary antibodies.

### Immunofluorescence of skeletal muscle sections

To assess for engraftment of transgene-free iMPCs, we stained cryo-sectioned iMPC-engrafted *tibialis anterior* dystrophic muscles for dystrophin expression. Sections (10 µm) were fixed in 4% paraformaldehyde for 5 min and washed twice in PBS. Slides were then subsequently blocked and permeabilized in blocking buffer (1% BSA, 0.2% Triton in PBS) for 15 min. Then, slides were incubated in anti-dystrophin primary antibody for 60 min before incubation with a secondary antibody and DAPI (1:1000) for 30 min. Slides were washed twice in PBS between incubations. Finally, we used Prolong Glass Antifade Mountant (Thermo Fisher, Cat. #P36980) to mount glass cover slips on stained sections. For the triple staining of PAX7, DYSTROPHIN and GFP, we added another blocking step for 1 h using mouse on mouse blocking reagent (Vector laboratories, Cat. #MKB-2213-1) to reduce unspecific binding and proceeded with overnight incubation at 4 °C with primary antibodies. See the antibody table (supplementary table 4) for more information about the antibodies used in this study.

### Intramuscular transplantation of iMPCs

To assess engraftment potential of transgene-free iMPCs, we transplanted stable transgene-free iMPC clones into pre-injured *tibialis anterior* (TA) muscles of 16–37 week old male immunodeficient *Prkdc*^*scid*^; *Dmd*^*mdx*^ mice. TAs were injured 1 day prior to cell transplantation by intramuscular injection of cardiotoxin (10 µM) (Latoxan Laboratory, #L8102) using a 29 gauge insulin syringe (BD, Cat. #324702). The iMPC clones were collected by trypsinization at confluency, or near confluency when contracting myotube networks were apparent alongside mononucleated cells in the culture dish. To this end, iMPC cultures were first washed in PBS and trypsinized for 5 min at 37 °C. Around 1 × 10^6^ cells (mononucleated, non-filtered) were manually counted and placed into individual Eppendorf tubes for each transplanted muscle. The iMPCs were then pelleted at 200 × *g*, the supernatant was removed, and cells were topped with 20 µl PBS and placed on ice. Prior to transplantation, cells were resuspended and injected using a 29 gauge insulin syringe (BD, Cat. #324702). Control conditions included equal volumes of cell-free PBS that has been injected into pre-injured TA muscles of *Prkdc*^*scid*^; *Dmd*^*mdx*^ mice.

### Muscle freezing and tissue sectioning

Four weeks post iMPC transplantation, TA muscles were harvested to assess engraftment potential of transplanted transgene-free iMPCs. Mice were euthanized and TAs were extracted and vertically mounted on 10% Tragacanth gum (Sigma-Aldrich, Cat. #G1128) fixed on a piece of wood cork. TA muscles were then immersed for 30 s in pre-cooled isopentane placed in liquid nitrogen. The tissue was then immersed in liquid nitrogen and stored at −80 °C until further use. Sectioning was performed using a cryostat (Leica, Cat. #CM1950) with a cross-section thickness of 10 µm. Each TA was mounted on 6–8 glass slides comprising 12–18 sections per slide (corresponding to roughly 60–100 µm muscle depth between sections). All harvested muscles were sectioned up to at least 50% of their respective length.

### Western blot

For protein isolation, cells were trypsinized, washed in PBS, spun down and resuspended thoroughly in 100 µl RIPA buffer (50 mM Tris base, 150 mM NaCl, 2 mM EDTA, 1% Triton-X, 0.1% SDS) containing 1x HALT protease inhibitor (Thermo Fisher Scientific, Cat. #87785). Samples were then centrifuged at 10,000 × *g* for 15 min at 4 °C and supernatant was taken. Protein content was quantified using the DC Protein Assay (Biorad, Cat. # 5000116) using BSA as protein standard. Samples were mixed in 1xLaemmli (Biorad, Cat. #1610747) containing 10% 2-Mercaptoethanol and boiled for 5 min at 95 °C. Samples were run on 4–20% Mini-PROTEAN TGX Stain-Free precast polyacrylamide protein gels (Biorad, Cat. #4568094). Equal amounts of proteins (15 μg) were loaded along PageRuler Plus Prestained Protein Ladder (ThermoFisher, Cat. #26619). Protein blotting was performed by employing the Trans-Blot Turbo Transfer System (Biorad, Cat. #1704156) using the mixed molecular weight setting. Blots were then blocked in TBS-T + 5% milk for 1 h at room temperature and incubated overnight in primary antibodies at 4 °C. The following day, blots were washed three times in TBS-T for 10 min and then incubated in HRP-linked secondary antibody for 1 h at room temperature. Next, blots were washed three times for 10 min in TBS-T and developed in Clarity Western ECL substrate (Biorad, Cat. #1705060) according to the manufacturer’s protocol. Blots were imaged using the Chemidoc imaging system (Biorad). Loading controls represent images of stain-free gels containing total protein. All incubation steps were performed on a shaker. TBS-T consisted of 50 mM Tris base, 154 mM NaCl and 0.1% Tween-20. See the antibody table (supplementary table 4) for further information about antibodies used in this study. All blots were derived from the same experiment and processed in parallel.

### Microscopy and image analysis

All microscopy imaging was performed using a Nikon ECLIPSE Ti2 microscope. Mean fluorescence intensity was quantified using the internal Nikon Ti2 microscope “JOBS” image quantification tool that records an average fluorescence intensity of all cells per image harboring the fluorophore of interest. All other quantifications, as wells as ROI selections and measurements for tissue immunofluorescence staining were performed using the multipoint and polygon selection tools using ImageJ software (Ver. 1.53e). Unstained or cells stained solely with secondary antibody served as a negative control for assessing background signal and adjusting image intensity. Fluorescence intensities of fluorophores were equalized for each experiment and for each magnification level (except for DAPI and MyHC staining). Fluorescence levels in Fig. 3D and S7I were adjusted individually due to differences in cell density. Whole well images were taken by whole well scanning and later resized for applicability using the ImageJ “Resize” plugin^94^. The fusion index was defined as the portion of all (MYHC^+^ DAPI^+^) cells /DAPI^+^ cells. For quantification of DYSTROPHIN^+^ fibers and DYSTROPHIN^+^ area in skeletal muscle sections, the TA cross-section with the highest number of DYSTROPHIN^+^ myofibers and area was selected for quantification of each condition.

### RT-qPCR

RNA was isolated using the RNeasy Mini Kit (Qiagen, Cat. #74104) as per the manufacturer’s protocol. RNA was quantified and quality-checked using TECAN plate reader. RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Cat. #4368813) as per the manufacturer’s protocol. Quantitative PCR was performed using the PrimeTime Gene Expression Master Mix (IDT, Cat. #1055771) for probe-based RT-qPCR. See supplementary table 1 for probe primer sequences. A 10 ng cDNA was used for each reaction and *Gapdh* was used as an internal endogenous control. Fold changes were calculated using the ΔΔCT method relative to the expression levels in MEFs. All qPCR reactions were performed using the QuantStudio5 qPCR machine (Thermo Fisher Scientific, Cat. #A34322).

### EdU analysis

To assess cell proliferation, EdU staining was carried out using the Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit (Thermo Fisher Scientific, Cat. #C10424) according to the manufacturer’s protocol. Briefly, 10 µM EdU was added to the cell culture medium and cells were incubated for 1.5 h at 37 °C. Cells were then briefly washed with PBS containing 1% BSA, harvested from tissue culture plates and fixed in 100 µl Click-iT fixative solution for 15 min. Fixed cells were then incubated in 100 µl Click-iT saponin-based permeabilization solution for 15 min, followed by incubation in 500 µl Click-iT reaction cocktail containing Alexa Fluor 647 azide for 30 min and washed with permeabilization solution. After staining, EdU-positive cells were FACS-analyzed.

### Bulk RNA-seq

For initial quality control, total RNA isolated using the RNeasy mini kit was applied to a Fragment Analyzer (Agilent, Santa Clara, California, USA) to measure the RNA integrity number (RIN). Samples with RIN above 8 were used for further library preparation which was conducted according to the TruSeq Stranded mRNA protocol (Illumina, Inc., California, USA). Briefly, poly-A enrichment was carried out for total RNA (100–1000 ng), followed by reverse-transcription of poly-A enriched RNA into cDNA. The cDNA was then ligated with TrueSeq adapters including unique dual indices (UDI) after fragmentation, end-repair and adenylation steps. Using PCR, cDNA containing TruSeq adapters on both ends was selectively amplified and further applied to a Fragment Analyzer to determine the quality and quantity of libraries. The average fragment size was approximately 360 bp. Last, 10 nM libraries diluted in Tris-Cl buffer (10 mM, pH 8.5) supplemented with 0.1% Tween-20 were used for sequencing on Novaseq 6000 (Illumina, Inc., California, USA) with single end reads.

### Bulk RNA-seq data analysis

The raw reads were first cleaned by removing adapter sequences and poly-x sequences (>9 nt used for detection) using fastp (Version 0.20.0)^95^. Sequence pseudo alignment of the resulting high-quality reads to the Mouse reference genome (build GRCm38.p6) and quantification of gene-level expression (gene model definition from GENCODE release 23) was carried out using Kallisto (Version 0.46.1)^96^. To detect differentially expressed genes we used the glm approach implemented in the software package DESeq2 (R version: 4.1.0, DESeq2 version: 1.34.0)^97^. Genes showing altered expression with adjusted Benjamini and Hochberg method, *p*-value ≤ 0.05 and log2 fold-change > 0.5 were considered to be differentially expressed. Over-representation analysis (ORA) was conducted based on differentially expressed genes with adjusted *p*-value ≤ 0.05 and log2 fold-change > 1. For detailed analysis criteria see respective figure legends. Cross-database enrichment analyses and protein network analyses were performed using the integrative webtools Enrichr^98^ and String-DB^99^, respectively.

### Single-cell RNA-seq

A transgene-free stable iMPC clone at passage 6 was collected by trypsinization from a cell culture plate. To remove cell debris and multi-nucleated myotubes present in iMPCs culture, collected cells were filtered through a 40 µm cell strainer (VWR, Cat. #734-0002). Filtered cells were then resuspended in PBS and used for cell counting. Cell viability was checked with Trypan blue (Sigma-Aldrich, Cat. #T8154) staining. Next, cells were diluted in PBS at 1000 cells/µl and used by a 10x Genomics platform. Chromium Next GEM Single cell 3’ v3.1 protocol was used according to the manufacturer’s instruction. In short, a Gel Bead-In Emulsions (GEM) was generated by loading cells in chromium Next GEM chip G targeting ~5000 cells in recovery. GEM was then incubated in a thermal cycler and cleaned with Dynabeads followed by cDNA amplification. Amplified cDNA was used for fragmentation followed by end repair and A-tailing. Next, adaptor ligation and index PCR were performed using single index plate T set A and double size selection was carried out using AMPure XP (Beckman Coulter, Cat. #A63881). The library was sequenced on Novaseq 6000 (Illumina, Inc, California, USA) with paired ends.

### Single-cell RNA-seq data analysis

CellRanger v7.0.0 pipeline^100^ was used for demultiplexing the samples, aligning raw reads against mouse reference genome assembly (build GRCm39), processing cell barcodes and counting unique molecular identifiers (UMIs). For F/R/C + CP-derived iMPCs, ambient RNA count was corrected with the R package SoupX v1.5^101^. The filtered feature-barcode count matrix for iMPC and SoupX corrected raw feature-barcode count matrix for F/R/C + CP- iMPCs were further analyzed using the Seurat v4.2.1 pipeline^102,103^. For quality control, cells with unique feature counts < 250 and > 4000 (F/R/C-iMPCs)/7000 (F/R/C + CP-iMPCs), mitochondrial gene counts > 15% and ribosomal gene counts > 40% were removed. The filtered data were log normalized and scaled. Principal component analysis (PCA) was performed on the scaled data using 2000 highly variable genes for dimensional reduction. Louvain algorithm^104^ was applied with a resolution of 0.5 to cluster the cells based on the first 30 principal components (PCs). Clustered cells were visualized in two-dimensional space using the uniform manifold approximation and projection (UMAP)^105^ of the same PCs. Anchor cells were determined using canonical correlation analysis method to integrate the samples together. Integrated data were scaled, clustered and visualized in two-dimensional space in a similar way as the individual samples. Wilcoxon rank-sum test with log2 fold-change > 0.25 and adjusted *p*-value < 0.01 was used to determine the cluster markers. In order to perform RNA velocity, raw reads were re-aligned to the Mouse reference genome (build GRCm38.p6) using STARSolo v2.7.8a^106^ running in the CB_UMI_Simple mode with multi-gene UMI filtering. Quantification of spliced and unspliced reads was performed by providing “Gene Velocyto” to the soloFeatures flag. Cell barcodes were then filtered to include only those used for the previous analyses. All count matrices (gene-level, spliced, and unspliced) were combined into a single SingleCellExperiment v1.18.0^107^ object. The R package scuttle v1.6.2^108^ was used for log normalization. The R package Velociraptor v1.6.0 was used as a wrapper around the Python package scvelo v0.2.4^109^ to perform the RNA velocity calculations in dynamical mode using the top 1000 highly variable genes and 50 nearest neighbors. Due to low feature counts, diff_SMCs2 was excluded from velocity analysis of iMPCs.

### Statistical analysis

Statistical analyses were carried out in GraphPad Prism (v9.2.0) or in R (v4) with RStudio (v4.2.0/2022.02.2) using appropriate statistical tests as indicated in respective figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

20230717_Supplementary_Information

supplementary video 1

20230710_nr-reporting-summary

## Data Availability

The bulk and single-cell RNA sequencing data generated as part of this study are available in gene expression omnibus (GEO) with the accession number GSE208064. Further data and protocols from this study can be requested from the corresponding author.

# Supplementary material for: Transgene-free direct conversion of murine fibroblasts into functional muscle stem cells
**Source:** NPJ Regen Med. 2023 Aug 8;8:43. doi: 10.1038/s41536-023-00317-z
**Supplement:** Supplementary file 3 — 20230710_nr-reporting-summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used

Data analysis fastp v0.20.0, Kallisto v0.46.1, CellRanger v7.0.0 and STARsolo v2.7.8a were used for data processing. The R (v4.1.0) packages DESeq2 v1.34.0, SingleCellExperiment v1.18.0, scuttle v1.6.2, Velociraptor v1.6.0, SoupX v1.5, Seurat v4.2.1, scvelo v0.2.4 were used for data analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The bulk and single cell RNA sequencing data generated as part of this study are available in gene expression omnibus (GEO) with the accession number GSE208064. The weblink to GEO dataset is: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208064> (token for reviewers: epsnieactwbril)

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

The majority of experiments was performed with at least 3 cell lines.

### Data exclusions

Data were not excluded from this study. For group-wise comparison in Figure 1e we excluded the "Rep-Mefs" and "+MyoD" conditions from the statistical analysis. This is justified by the one-sided nature of the experiment where we specifically focused on enhancers of reprogramming.

### Replication

Findings regarding mRNA and small molecule-mediated reprogramming were replicated repeatedly throughout the duration of the study.

### Randomization

For transplantation experiments, we chose male animals as cell recipients to avoid potential Y chromosome-directed graft rejection in female animals. Within the transplant group, animals were chosen randomly to receive either induced myogenic progenitor cells or PBS control injections.

### Blinding

Blinding was not relevant to this study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

anti-Pax7 (mouse IgG1) - IF (1:100-1:200); WB (1:1000)- R&D systems/Cat. #MAB1675  
 anti-MyoD (mouse IgG1) - IF (1:200) - Invitrogen/Cat. #MA5-12902  
 anti-Myog (mouse IgG1) - IF (1:500) - SCBT/Cat. #SC-12732 (clone F5D)  
 anti-MyHC (mouse IgG2b)- IF (1:1000); WB (1:1000) - R&D systems/Cat. #MAB4470  
 anti-Dystrophin (rabbit IgG) - IF (1:200) - Abcam/Cat. #Ab15277  
 anti-GFP (mouse IgG2a) - IF (1:50) - Thermo Fisher/Cat. #A1120  
 anti-Ki67 (rabbit IgG) - IF (1:250) - Thermo Fisher/Cat. #MA514520  
 Goat anti-rabbit IgG AF 488 - IF (1:400) - Thermo Fisher/Cat. #11008  
 Goat anti-mouse IgG2b AF 546 - IF (1:500) - Thermo Fisher/Cat. #A21143  
 Goat anti-mouse IgG1 AF 546 - IF(1:400) - Thermo Fisher/Cat. #A21123  
 Goat anti-mouse IgG1 AF 647 - IF (1:500) - Thermo Fisher/Cat. #A21240  
 Donkey anti-rabbit IgG AF 546 - IF (1:400) - Thermo Fisher/Cat. #10040  
 Donkey anti-rabbit IgG AF 647 - IF (1:400) - Thermo Fisher/Cat. #A31573  
 Horse anti-mouse IgG, HRP-linked - WB (1:1000) - Cell Signaling/Cat. #70765

## Validation

anti-Pax7 (mouse IgG1) is a well established antibody to detect Pax7 with 28 citations listed on the manufacturer's website (as of July 12 2022)  
 anti-MyoD (mouse IgG1) is a well established antibody with 18 citations listed on the manufacturer's website (as of July 12 2022)  
 anti-Myog (mouse IgG1) is a well established antibody with 373 citations listed on the manufacturer's website (as of July 12 2022)  
 anti-MyHC (mouse IgG2b) is a well established antibody with 73 citations listed on the manufacturer's website (as of July 12 2022)  
 anti-Dystrophin (mouse IgG2b) is a well established antibody with 317 citations listed on the manufacturer's website (as of July 12 2022)  
 anti-GFP (mouse IgG2a) is a well established antibody with 460 citations listed on the manufacturer's website (as of April 2023)  
 anti-Ki67 (rabbit IgG) is a well established antibody with 742 citations listed on the manufacturer's website (as of April 2023)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

In this study we used mouse embryonic fibroblasts isolated from E13.5 pregnant mice as a working cell type. Cell lines were not genotyped for sex.

## Authentication

Transgenic cell lines were genotyped to confirm the presence of the transgene.

## Mycoplasma contamination

All cell lines used were tested negative for mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

The following mus musculus strains were used in this study for isolation of primary cells (MEFs) or transplantation purposes: B6.Cg-Pax7tm1(cre/ERT2)Gaka/J (Jax strain number: 017763), B6.Cg-Gt(ROSA)26Sortm75.1(CAG-tdTomato\*)Hze/J (Jax strain number: 025106), B10ScSn.Cg-Prkdcscid Dmdmdx/J (Jax strain number: 018018). Transplanted animals included male animals aged 17-37 weeks.

## Wild animals

This study did not involve wild animals.

## Reporting on sex

Findings are not sex-dependent. Primary cells were used indiscriminate of sex. Transplantations were performed solely on male animals due to potential Y-chromosome-directed allograft rejection in females.

|                         |                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                             |
| Ethics oversight        | Animals were housed in specific-pathogen-free-like conditions according to the the Swiss Federal Law on Animal Protection and approved by the Cantonal Animal Welfare Committee (license numbers ZH108/2018, ZH177/2018 and ZH002/2022) |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were detached using 0.25% Trypsin, centrifuged at 500xg for 5 mins, washed 2x in PBS and strained through a 37.5µm filter prior to FACS analysis.                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Instrument                | Sony SH800S Cell Sorter                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Software                  | FlowJo Version 10.6.1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Cell population abundance | This study did not include sorting of cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Gating strategy           | <p>For identifying cells that are GFP-positive:</p> <ol style="list-style-type: none"> <li>1. Gate: FSC-A x SSC-A (Size)</li> <li>2. Gate: FSC-A x FSC-H (Singlets)</li> <li>3. Gate: FSC-A x DAPI-A (Live cells)</li> <li>4. Gate: EGFP-A x SSC-A (GFP-positive cells)</li> </ol> <p>For identify cells that are ntdTomato-positive:</p> <ol style="list-style-type: none"> <li>1. Gate: FSC-A x SSC-A (Size)</li> <li>2. Gate: FSC-A x FSC-H (Singlets)</li> <li>3. Gate: FSC-A x DAPI-A (Live cells)</li> <li>4. Gate: tdTomato-A x SSC-A (ntdTomato-positive cells)</li> </ol> |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

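Bulk RNA-seq of 15 cultures was analysed, 3 MEF lines in each of 5 conditions (MEFs, +MyoD, MyoD + F/R/C, MyoD + F/R/C + SP and MyoD + F/R/C + CP). Conditions and lines were taken from the sample labels and the paper. The authors extracted poly-A RNA, prepared stranded libraries and sequenced single-end reads on a NovaSeq instrument. Their processing notes name bcl2fastq 2.20 for demultiplexing, fastp 0.20.0 for removal of adapters and poly-x tails, and kallisto 0.46.1 for quantification against GRCm38.p6. The deposited files hold, for each library and transcript, estimated counts, in which kallisto divides reads shared between transcripts, with no normalization. They also hold TPM values, which the authors' kallisto run divided by effective transcript length and scaled to a fixed sum per library. Replicates were not pooled. The authors tested differences with DESeq2. The GO, KEGG and STRING analyses of the paper were not repeated here.

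Each file lists 121843 transcripts. Of these, 121104 matched the GENCODE M21 annotation of GRCm38 by identifier, and they belong to 35675 genes. The other 739 carried 0.236 to 0.327% of the counts of a library and were left out. The estimated counts were summed per gene and rounded to whole numbers before any test. The TPM values were used only in one alternative, where counts were made from them scaled by average transcript length (lengthScaledTPM). The total per library lay between 29393872 and 41885769. The 10 genes with the most counts took 5.39 to 10.3% of a library. No pair of replicates was a duplicate, since the chi-square per degree of freedom between replicates was 18.0 or higher.

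The test was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16 in R 4.3.3) with TMM normalization, in one fit of all 15 libraries with the condition as the only factor. All groups entered the fit to share one estimate of the spread, with 10 residual degrees of freedom and a median of 5.00 prior degrees of freedom. The filter of edgeR (minimum count 10, minimum total 15, by group) kept 19331 genes. The spread was not equal between groups. Fitted alone, the biological coefficient of variation was 0.21 in MEFs, 0.49 with +MyoD, 0.34 with MyoD + F/R/C, 0.35 with SP and 0.29 with CP. A gene was called when its Benjamini-Hochberg adjusted p was at most 0.05 and its log2FC over 0.5 in size. Counts at the thresholds of Fig. 3f and Fig. 3g, as their legends give them, were made from the same fit. Principal components and correlations of libraries used log2 CPM with a prior count of 2. All 10 comparisons between the 5 conditions were made. Other tools were DESeq2 1.42.0, limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

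Gene lists were tested with limma's camera on the log2 CPM values, with a preset correlation of 0.01, and p-values were adjusted over the 27 lists and 10 comparisons together. The lists were satellite cell, satellite cell named by the study, muscle differentiation, Notch pathway, interferon response, JAK/STAT pathway, JNK and AP-1, cytokines and chemokines, complement, proliferation, fibroblast and matrix, adipocyte, melanocyte and neural crest, neuron, chondrocyte, cardiac and smooth muscle, endothelial, macrophage, epithelial, hepatocyte and secreted serum proteins, Wnt targets, cAMP targets, TGF-β targets, oxidative phosphorylation, glycolysis, p53 and stress, and cholesterol synthesis. They were written from general knowledge with Fig. 3 of the paper in view. The text reports 51 of the results of 27 lists in 10 comparisons, and these were chosen after their values were seen. Members such as Stat2 and Irf9 stand in both the JAK/STAT and the interferon list.

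Genes were named by a rule set together with the test. It takes every gene the study names for the bulk RNA-seq in its text or in Fig. 3g, 3h or 3j, and Myod1. It adds, for each comparison, the 10 called genes with the highest and the 10 with the lowest log2FC among those with a mean of at least 1 CPM in the higher group and no overlap between the 3 libraries of each group, a separation that chance gives in 10% of genes. It also adds up to 4 members of each list with the smallest p, and members that move against their list. The rule takes more genes than the text can describe, so the 149 pairs of gene and comparison followed over the alternatives are a part chosen after the values were seen, and some of them are not reported here. Coordinates are those of GRCm38.

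The same 3 MEF lines stand behind every condition, so the replicate number pairs the libraries. Line 1 expressed Y-linked genes (118 to 160 CPM) and lines 2 and 3 expressed Xist (302 to 539 CPM) in each of the 5 conditions. After subtracting group means, libraries of the same line had a mean correlation of 0.074 over 30 pairs (−0.0038 to 0.237) and libraries of different lines −0.037 over 60 pairs, and 15 of 15 libraries were closest to their own line. A fit with the line as a block was an alternative.

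The other alternatives planned were RLE size factors, DESeq2, no filter on low counts, only the 6 libraries compared, lengthScaledTPM counts, leaving out each library in turn, camera with an estimated correlation or with the line as a block, and other scalings for the principal components. Added after seeing the data were edgeR with robust estimation, DESeq2 with the line as a block or with no filter, the 6 libraries compared with the line as a block, the 9 libraries with F/R/C alone, camera leaving out each library, and camera on the satellite cell list without the genes that the study names. The fits of genes were added because edgeR called few genes between the conditions with F/R/C, and the last because that list shares 10 genes with those the study names.

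The tests were tried on simulated counts, drawn with the means, dispersions and library sizes of the real genes and with 200 changed genes of at least 1 CPM. For MyoD + F/R/C + CP against MyoD + F/R/C, edgeR recovered 38 of 75 genes changed 2-fold, 53 of 64 changed 4-fold and 59 of 61 changed 8-fold, with 4 false calls among 18479 genes tested. DESeq2 recovered 40, 57 and 60 of them with 25 false calls. For MyoD + F/R/C against +MyoD, edgeR recovered 36 of 69, 50 of 63 and 67 of 68, with 8 false calls among 18321 genes, and DESeq2 39, 59 and 67 with 48 false calls. These shares hold for the simulated counts and do not give the power in the real comparisons. With CP, edgeR did not call Pax7 or Dct, whose log2FC against MyoD + F/R/C stayed at 3.51 and 5.53 or higher without 1 library. A gene that was not called is therefore not shown to be unchanged. Overlaps between comparisons that share control libraries were set beside 20 simulations of unchanged groups, which did not share MEF lines.

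Lower bounds of folds against a group with 0 counts use 3 counts over the 3 libraries of that group and pool the counts of each group. The dotted line of the figures is drawn at 3 counts in a single library. For sums of 1 to 3 counts a ratio with a 95% interval is given. Both cover counting error only. The single-cell RNA-seq of the paper was not analysed here.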

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

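All tests of explanations in this part were chosen after the results were seen.

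Interferon response genes were singled out because the direct comparison of CP with SP, each added to MyoD + F/R/C, gave a camera adjusted p of 3.9e-151 (0.0050 with an estimated correlation), with 22 of 43 members called lower with CP (41 when adjusted over the list alone). A single library does not account for this, since the highest median log2FC over 6 fits that each left out a library was −2.19. Less synthetic mRNA with CP stays open, because counts of Myod1, with a lowest ratio of CP to SP of 0.981 over the 3 lines, hold the endogenous transcript too and earlier days were not measured, though Hba-a2, whose reads may come from that mRNA, had ratios of 6.11, 0.976 and 1.06 in lines 1, 2 and 3, which are against it at day 10. Inhibition of JAK by CP, which the design names, also stays open, because the members lower with CP than with MyoD + F/R/C alone (86.05% in the line with the fewest, and 41, 37 and 41 of 43 in lines 1, 2 and 3) follow from a list result that was known before they were counted. For the side of SP, where 43, 43 and 37 members were higher than with MyoD + F/R/C alone, no explanation was tested.

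Melanocyte and neural crest genes were singled out in the same way, with a camera adjusted p of 4.3e-09 (0.042 with an estimated correlation) for CP against SP. A single library does not account for this either (lowest median log2FC 0.794 without 1 library). Melanocyte-lineage cells carried over from only 1 MEF line are argued against by the summed CPM of Tyr, Tyrp1 and Dct. With CP it was 9.62, 43.5 and 18.5 times that of the highest other library of lines 1, 2 and 3. These ratios compare levels only, so they cannot exclude cells carried over in all 3 lines that grew with CP. In lines 2 and 3 the highest other library was that of MEFs (0.708 and 0.644 CPM). More pigmented melanocytes with CP may be the source but this stays open, because 3 of Tyrp1, Dct, Pmel and Mlana were higher with CP than SP and above 1 CPM with CP in all 3 lines, while Mlana, abundant in melanocytes, had 10 counts over the 3 libraries with CP, Mitf, which other cells here express too, was lower with CP than SP in all 3 lines, and the bound of 1 CPM was added after a first version without it had given 4 of 4. The paper reports a very small melanocyte population in single-cell data of an iMPC clone derived with CP (Fig. S8).

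Hba-a2, an alpha globin gene (ENSMUSG00000069917.7, chromosome 11, 32296489 to 32297298, GRCm38), was singled out because the 3 libraries with +MyoD had 10538 counts and the 3 of MEFs had 2, a ratio of 5557 (95% interval 1538 to 45890 for counting error only). Red blood cells are argued against by the beta globins Hbb-bs and Hbb-bt, which had 0 counts in the 12 transfected libraries beside 33944 of Hba-a2, with 90 counts of Alas2. Reads from the synthetic mRNA are a candidate explanation, since the paper states that it carries the 3′ UTR of alpha 1 globin and the annotated 3′ UTR of Hba-a1 matches that of Hba-a2 in all 74 of its 74 bases, which leaves open why Hba-a1 had 59 counts in these libraries. Over the 12 transfected libraries log2 CPM of Hba-a2 followed that of Myod1 (Pearson's r = 0.834, permutation p = 0.0012, adjusted 0.0025; Spearman's rho = 0.692, permutation p = 0.016, adjusted 0.016; 2 relations computed, 100000 resamples). The r was 0.649 without the 2 libraries farthest from the median, over 10 libraries, and 0.858 after subtracting the mean of each line, which holds 4 libraries per line and too few for a value within one line. The 12 libraries come from 3 lines and are not independent, and no p-value is given for the r after that subtraction.

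Other lists also differed between CP and SP in a direct camera test. The JAK/STAT list had an adjusted p of 3.5e-08 (0.042 with an estimated correlation), a median log2FC of −0.18 (−0.11 without MyoD + F/R/C + SP replicate 1), and 3 of 44 members called lower with CP and 4 when adjusted over the list alone, and it shares members such as Irf9 and Stat2 with the interferon list. The cytokines and chemokines had an adjusted p of 1.2e-08 (0.030 with an estimated correlation), a median log2FC of −0.84, no member called by edgeR and 2 called lower by DESeq2, and Spp1 and Ccl7 lower when adjusted over the list alone. Spp1 had a log2FC of −0.90 (SE 0.23, edgeR adjusted p = 0.31, and called with 0.019 with the MEF line as a block, 0.030 from DESeq2 and 0.033 with only the 6 libraries compared, within 2.5e-07 to 1.0 over the alternatives). The 9 epithelial genes had an adjusted p of 6.4e-05 (0.032 with an estimated correlation), a median of 0.80, no member called by edgeR and 1 by DESeq2, with Cdh1 and Krt19 higher when adjusted over the list alone. Cdh1 had a log2FC of 2.64 (SE 0.72, edgeR adjusted p = 0.47, and 0.049 from DESeq2, within 0.041 to 1.0), and one of 1.62 without MyoD + F/R/C + CP replicate 1.

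Lists of cell types that the paper does not discuss were higher with MyoD + F/R/C than with +MyoD, with 10 of 19 adipocyte genes and 7 of 15 neuron genes called higher by edgeR and none lower (10 and 9 higher when adjusted over each list alone; camera adjusted p = 0.24 and 0.51 with an estimated correlation). Among the adipocyte genes were Pparg, the main transcription factor of fat cells (log2FC 2.44, SE 0.22), Lpl (2.56, SE 0.34) and Car3 (3.93, SE 0.55). Car3 is also expressed in slow muscle. Among the neuron genes were Syt1, a protein of synaptic vesicles (2.56, SE 0.58), and Dcx (1.90, SE 0.36).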

How the results depend on the processing

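The alternatives added after seeing the data are named as added, and the genes and lists in the text were chosen after their values were seen, so the tallies here are not those of a fair sample. Over 149 pairs of gene and comparison, RLE size factors kept direction and call in 149, no filter on low counts in 137 with 12 newly called, lengthScaledTPM counts in 141 with 7 calls lost and 1 turned, and DESeq2 in 121 with 28 newly called. Only the 6 libraries compared kept 131 of 147, with 2 calls lost and 14 newly called. With the MEF line as a replicate block 141 were kept, 7 were newly called and 1, which was not called, turned. Beyond these, which stand beside their results, and the Notch list with CP, the block changed no other call among the pairs and list results followed here. Over all genes it changed more calls. For CP against SP it kept 33 of the 38 called genes, and for CP against MyoD + F/R/C it kept all 7 and called others. Over 894 fits that left out a library, 823 kept direction and call, 50 lost a call, 4 gained one and 17 turned. Among the added alternatives, robust quasi-likelihood kept 148, DESeq2 with the replicate block 115, DESeq2 with no filter on low counts 121, the 6 libraries with the replicate block 108 of 147 and the 9 libraries with F/R/C 59 of 78. Depth limits statements on transcripts near 0, such as Mlana with 10 counts over the 3 libraries with CP and Hba-a2 with 2 counts over the 3 libraries of MEFs. The alternatives planned for normalized values without counts (another pseudocount, no filter on low values) do not apply, because the files hold estimated counts.

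Counts of called genes moved by over 1.5 times as follows, higher first and lower second, and the cause was not tested. With only the 6 libraries compared, against +MyoD, they were 1246 and 964 with MyoD + F/R/C and 1515 and 1038 with SP. With the 6 libraries and the replicate block (added) they were 1223 and 932, 1404 and 1026, and 1564 and 1279 with CP. For SP against MyoD + F/R/C, DESeq2 called 47 and 19, the 6 libraries 2 and 1, and, as additions, DESeq2 with the replicate block 91 and 62, DESeq2 with no filter 49 and 17, the 6 libraries with the replicate block 92 and 87, and the 9 libraries with F/R/C 18 and 9. For CP against MyoD + F/R/C, DESeq2 called 71 and 124, no filter 12 and 35, the replicate block 10 and 27 (with all 7 of the called genes kept), the 6 libraries 19 and 72, and lengthScaledTPM counts 2 lower. The additions gave 146 and 199, 76 and 125, 173 and 249, and 41 and 111 in the order above, and omissions of a library 0 to 1 higher and 0 to 3 lower, with the 1 and the 3 without MyoD + F/R/C + CP replicate 3. For CP against SP the counts were 6 and 96 with DESeq2, 3 higher with no filter, 6 and 65 with the 6 libraries, and 18 and 108, 5 and 95, 60 and 177, and 6 and 65 with the additions, with 14 (without MyoD + F/R/C + CP replicate 1) to 31 (without MyoD + F/R/C + SP replicate 3) lower when a library was left out.

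At the thresholds of Fig. 3f, DESeq2 gave 130 and 98 for SP against MyoD + F/R/C. Of the additions, DESeq2 with the replicate block gave 147 and 108, DESeq2 with no filter 143 and 103, the 6 libraries with the replicate block 141 and 102, and the 9 libraries 96 lower. For CP, DESeq2 with the replicate block gave 164 and 184, and DESeq2 with no filter 146 and 183. Omissions of a library gave 21 (without MyoD + F/R/C replicate 2) to 84 (without MyoD + F/R/C + SP replicate 1) lower with SP. With CP they gave 46 (without MyoD + F/R/C + CP replicate 1) to 136 (without MyoD + F/R/C replicate 1) higher and 66 (without MyoD + F/R/C replicate 2) to 138 (without MyoD + F/R/C replicate 1) lower. The genes shared by all 3 conditions at the thresholds of Fig. 3g were 755 with the 6 libraries and 718 with the 6 libraries and the replicate block (added). With the 6 libraries the other regions held 117 (MyoD + F/R/C alone), 150 (SP alone), 247 (CP alone), 55 (MyoD + F/R/C and SP), 96 (MyoD + F/R/C and CP) and 264 genes (SP and CP).

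The sign turned for genes that were not called. With the 6 libraries and the replicate block (added), Lgr5 had a log2FC of 0.06 with SP and 0.06 with CP against +MyoD, and leaving out a library gave −0.49 to 0.41 and −0.47 to 0.43. For SP against MyoD + F/R/C, Myh1 had 0.12 with the replicate block, 0 with lengthScaledTPM counts, 0.10 with DESeq2 and the replicate block (added), 0.05 with the 6 libraries and the replicate block (added) and −0.35 to 0.43 without a library. The ranges without a library were −0.40 to 0.66 for Sox8, −0.06 to 1.34 for Hey1 and −2.16 to 1.60 for Heyl in MyoD + F/R/C against +MyoD. They were −0.62 to 0.18 for Jun, −1.08 to 0.07 for Junb and −1 to 0.11 for Fos with SP, and −0.26 to 0.04 for Myf6, −0.07 to 0.72 for Myh1, −0.62 to 0.17 for Jun and −0.83 to 0.18 for Fos with CP against MyoD + F/R/C. The cause was not tested.

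Camera with an estimated correlation kept 27 of 51 list results and ended the call of 24. Their adjusted p was then, for +MyoD against MEFs, 0.10 for proliferation, 0.22 for fibroblast and matrix, 0.23 for complement, 0.65 for interferon, 0.21 for cytokines, 0.69 for glycolysis and 0.75 for cholesterol synthesis. For MyoD + F/R/C against +MyoD it was 0.091 for muscle differentiation, 0.25 for the genes named by the study, 0.43 for proliferation, 0.22 for Wnt, 0.20 for cAMP and 0.19 for TGF-β targets, 0.24 for adipocyte and 0.51 for neuron genes. With SP it was 0.75 for muscle differentiation, 0.37 for JAK/STAT, 0.12 for adipocyte and 0.36 for proliferation genes. With CP it was 0.46 for Notch (0.058 with the replicate block), 0.091 for interferon, 0.091 for cytokines, 0.21 for proliferation and 0.24 for oxidative phosphorylation. Of 306 list tests that left out a library (added), 278 kept direction and call, 10 lost it, 7 gained one and 11 turned. Without the genes that the study names (added), the satellite cell list was no longer called with SP (0.092) or CP (0.13), and its direction turned for MyoD + F/R/C against +MyoD (0.21) and for CP against SP (0.92), where it was not called. The adjusted p then ranged from 7.4e-05 to 0.34 for muscle differentiation, 0.0037 to 0.32 for JAK/STAT and 0.28 to 0.91 for JNK and AP-1 with SP, and from 2.8e-05 to 0.95 for muscle differentiation, 0.0018 to 0.31 for Notch and 0.0069 to 0.75 for JNK and AP-1 with CP. For CP against SP it ranged from 0.017 to 0.90 for Notch and 0.11 to 0.91 for satellite cell genes. For +MyoD against MEFs it ranged from 5.0e-04 to 0.10 for glycolysis, 0.0023 to 0.27 for cholesterol synthesis and 0.27 to 0.98 for p53 and stress. For MyoD + F/R/C against +MyoD the ranges were 0.71 to 0.99 for satellite cell genes, 0.013 to 0.33 for cardiac and smooth muscle, 0.73 to 0.99 for endothelial and 0.040 to 0.093 for hepatocyte genes.

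The first and second principal components held 39.4% and 16.8% of the variance with genes scaled to unit variance, 59.0% and 14.8% after DESeq2's variance stabilizing transformation, 78.6% and 8.0% with the 500 genes of highest variance, and 41.6% and 12.2% with no filter on low counts. In each of these, 6 of 6 libraries with SP or CP lay nearest to MyoD + F/R/C.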

Differences from the paper's values

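None of the tests in this part was chosen to explain a difference, and alternatives named as added were chosen after the results were seen.

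The paper's text gives 150 to 200 genes altered by SP or CP relative to MyoD + F/R/C, and 133 with SP and 215 with CP passed the thresholds of Fig. 3f here, with 228 and 308 by DESeq2. The bars of that figure, read by eye, add up to more than the text gives. For SP against MyoD + F/R/C the paper's Fig. 3f shows about 160 upregulated genes, read by eye, and about 140 downregulated genes, read by eye, against 79 and 54 here at the same thresholds. For CP it shows about 180 upregulated genes, read by eye, and about 220 downregulated genes, read by eye, against 94 and 121 here. Of the alternatives set before the data were examined, 3 came within 1.5 times the paper's count of upregulated genes with SP, DESeq2 (130), no filter on low counts (114) and the fit without MyoD + F/R/C replicate 1 (113). For downregulated genes with SP only DESeq2 did (98). For upregulated genes with CP the same 3 alternatives did, with 135, 124 and 136, and for downregulated genes with CP DESeq2 (173) and the fit of only the 6 libraries compared (159). RLE size factors, the MEF line as a block, lengthScaledTPM counts and the other omissions of a library did not come within it for any of the 4 counts. Of the alternatives added after the values were seen, DESeq2 with the MEF line as a block (147 and 108 with SP, 164 and 184 with CP), DESeq2 with no filter (143 and 103, 146 and 183) and the 6 libraries with the MEF line as a block (141 and 102, 141 and 150) came within it for all 4 counts. The 9 libraries with F/R/C did for 3 of them (117 and 96 with SP, 174 downregulated with CP) but not for the 117 upregulated with CP. The genes behind the bars of the figure were not used here, so how many of them each setting drops is not given.

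The paper states that Pax7, Msc, Fgfr4 and Sox8 were substantially higher with SP and CP than with F/R/C, and shows Pax7, Fgfr4 and Hey1 among the most upregulated genes. Each had a positive log2FC here in both comparisons, but none was called by edgeR after adjustment. At the thresholds of Fig. 3f, Pax7 (unadjusted p = 2.0e-04 with SP and 1.9e-04 with CP), Fgfr4 (0.0022 and 6.8e-04), Sox8 (8.8e-04 and 2.9e-04) and Hey1 (0.0065 and 0.0018) passed in both and Msc passed with CP (0.0046) and not with SP (0.045). With SP, DESeq2 called Pax7, Fgfr4 and Sox8 after adjustment. With CP, DESeq2 called Pax7, Fgfr4, Sox8 and Hey1, edgeR with no filter on low counts Pax7, Fgfr4 and Sox8, the 6 libraries compared Pax7 and Fgfr4, and the MEF line as a block Pax7. Of the alternatives added after the values were seen, DESeq2 with the MEF line as a block called Pax7, Fgfr4, Sox8 and Hey1 in both comparisons. DESeq2 with no filter called Pax7, Fgfr4 and Sox8 with SP and these and Hey1 with CP, the 6 libraries with the MEF line as a block called Pax7, Fgfr4 and Hey1 with SP and these and Sox8 with CP, and the 9 libraries with F/R/C called Pax7, Msc and Hey1 with CP. No setting called Msc with SP.

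The paper names Calcr, Heyl and Lgr5 as enriched with CP over +MyoD. Here Heyl was called with CP, Calcr was not called by edgeR (log2FC 3.20, adjusted p = 0.099) and Lgr5 was not higher (−0.09, 95% confidence interval −1.21 to 1.03). Calcr was called with CP by DESeq2 and, as an addition, by DESeq2 with no filter, and both also called it with SP, as did the fit without MyoD + F/R/C + SP replicate 3. No setting called Lgr5 with CP.

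The paper names Ifi44, Irf7 and Irf9 as reduced with CP. All 3 were lower, and none was called by edgeR after adjustment, while each was under an unadjusted p of 0.01. Irf7 was called by DESeq2, with no filter on low counts, with the MEF line as a block and with only the 6 libraries compared, Irf9 by DESeq2, with no filter and with the 6 libraries, and Ifi44 by no setting. The added alternatives DESeq2 with the MEF line as a block, DESeq2 with no filter, the 6 libraries with the MEF line as a block and the 9 libraries with F/R/C called Irf7 and Irf9.

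The paper names Jak2, Jak3, Stat2 and Socs3 as reduced. With CP Jak2 was called lower here. Jak3 (log2FC −1.07, adjusted p = 0.21), Socs3 (−1.07, adjusted p = 0.21) and Stat2 (−1.01, adjusted p = 0.28) were lower and not called by edgeR. DESeq2 called Jak3 and Socs3, the MEF line as a block Jak3, and the 6 libraries compared Socs3. Of the additions, DESeq2 with the MEF line as a block and the 6 libraries with the MEF line as a block called all 3, DESeq2 with no filter Jak3 and Socs3, and the 9 libraries with F/R/C Stat2 and Socs3. With SP, DESeq2 with the MEF line as a block and the 6 libraries with the MEF line as a block, both added, called Jak3, and the latter called Socs3. The paper also names Jun, Junb and Fos as reduced. Their log2FC was negative in both comparisons, with confidence intervals that include 0, and no setting called them.

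The paper reports enrichment of Notch genes with SP and with CP. In a test of a different kind, camera over a fixed list of 35 Notch genes, the adjusted p was 0.35 with SP and 0.045 with CP.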

Other observations

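The tests of lists with a library left out and of other splits of the libraries were chosen after the results were seen, while the lists and comparisons were not.

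Lists of glycolysis, cholesterol synthesis, and p53 and stress were also compared between +MyoD and MEFs. Of 22 glycolysis genes 10 were called higher and 1 lower with +MyoD than in MEFs (12 and 1 when adjusted over the list alone; camera adjusted p = 0.018, and 0.69 with an estimated correlation), and without +MyoD replicate 2 the list was not called (0.10). Of 20 genes of cholesterol synthesis 13 were higher and none lower (13 and 2 when adjusted over the list alone; camera adjusted p = 0.033, and 0.75 with an estimated correlation), again not without +MyoD replicate 2 (0.27). Of 21 genes of p53 and stress 4 were higher and 7 lower, with a median log2FC of 0.20 where the test pointed down (camera adjusted p = 0.83, and 0.94 with an estimated correlation), and without +MyoD replicate 2 its direction turned (0.98). With CP against MyoD + F/R/C, 32 of 35 genes of oxidative phosphorylation had a positive log2FC at a median of 0.17 (camera adjusted p = 1.5e-06, and 0.24 with an estimated correlation), with none called by edgeR, by DESeq2 or when adjusted over the list alone.

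Markers of other cell types were also compared between MyoD + F/R/C and +MyoD. Of 12 chondrocyte genes 2 were called higher and 4 lower (camera adjusted p = 0.26, and 0.44 with an estimated correlation). Of 12 genes of cardiac and smooth muscle 1 was higher and 5 lower (0.12, and 0.63 with an estimated correlation), and the list was called lower without MyoD + F/R/C replicate 3 (0.013). Of 11 endothelial genes 2 were higher and 2 lower (0.96, and 0.98 with an estimated correlation), with the direction turned without +MyoD replicate 1 (0.82) or MyoD + F/R/C replicate 1 (0.90). Of 13 macrophage genes 2 were higher and 2 lower (0.45, and 0.77 with an estimated correlation). Of 12 genes of hepatocytes and secreted serum proteins 2 were higher and none lower, Alb and Fgb (0.057, and 0.25 with an estimated correlation), and the list was called higher without MyoD + F/R/C replicate 3 (0.040).

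A comparison of 3 libraries with 3 has 10 splits, too few for a share under 0.05. The real split gave 7879 called genes for +MyoD against MEFs, 9325 for MyoD + F/R/C, 8611 with SP and 8786 with CP, and the highest other split gave 0 in each, so that 1 of the 10 splits, the real one, reached the real count. Against +MyoD the real counts were 3735 for MyoD + F/R/C, 4049 with SP and 4368 with CP, and the highest other split gave 1, 0 and 0. Against MyoD + F/R/C they were 0 with SP (1280 genes at an unadjusted p under 0.05, and 47 higher and 19 lower by DESeq2), where all 10 splits gave 0 after adjustment by edgeR and the real split 133 at the thresholds of Fig. 3f with 105 for the highest other, and 7 with CP, with 0 for the highest other. CP against SP gave 38, with 0 for the highest other. The real split sets the 2 libraries of each line apart, as do 3 of the other splits, and those gave at most 42, 29 and 32 genes at the thresholds of Fig. 3f for SP and CP against MyoD + F/R/C and for CP against SP, where the real splits gave 133, 215 and 130.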
